# The Rax homeoprotein in Müller glial cells is required for homeostasis maintenance of the postnatal mouse retina

**DOI:** 10.1016/j.jbc.2023.105461

**Published:** 2023-11-15

**Authors:** Takuya Yoshimoto, Taro Chaya, Leah R. Varner, Makoto Ando, Toshinori Tsujii, Daisuke Motooka, Kazuhiro Kimura, Takahisa Furukawa

**Keywords:** retina, Müller glial cell, inflammation, homeostasis, transcription factor

## Abstract

Müller glial cells, which are the most predominant glial subtype in the retina, play multiple important roles, including the maintenance of structural integrity, homeostasis, and physiological functions of the retina. We have previously found that the Rax homeoprotein is expressed in postnatal and mature Müller glial cells in the mouse retina. However, the function of *Rax* in postnatal and mature Müller glial cells remains to be elucidated. In the current study, we first investigated Rax function in retinal development using retroviral lineage analysis and found that Rax controls the specification of late-born retinal cell types, including Müller glial cells in the postnatal retina. We next generated *Rax* tamoxifen–induced conditional KO (*Rax* iCKO) mice, where *Rax* can be depleted in mTFP-labeled Müller glial cells upon tamoxifen treatment, by crossing *Rax*^*flox/flox*^ mice with *Rlbp1-CreERT2* mice, which we have produced. Immunohistochemical analysis showed a characteristic of reactive gliosis and enhanced gliosis of Müller glial cells in *Rax* iCKO retinas under normal and stress conditions, respectively. We performed RNA-seq analysis on mTFP-positive cells purified from the *Rax* iCKO retina and found significantly reduced expression of *suppressor of cytokinesignaling-3* (*Socs3*). Reporter gene assays showed that *Rax* directly transactivates the *Socs3* promoter. We observed decreased expression of Socs3 in Müller glial cells of *Rax* iCKO retinas by immunostaining. Taken together, the present results suggest that Rax suppresses inflammation in Müller glial cells by transactivating *Socs3*. This study sheds light on the transcriptional regulatory mechanisms underlying retinal Müller glial cell homeostasis.

The vertebrate retina is part of the central nervous system and takes charge of the first step of vision. The neural retina is composed of six types of neurons and a single type of glial cell, called Müller glial cells, all of which originate from a single population of multipotent progenitor cells (1, 2, 3). Müller glial cells are retina-specific and the most predominant glial subtypes in the retina (4, 5). The functional contribution of Müller glial cells to the retina is wide-ranging, and includes homeostasis, structure, and retinal circuit function. For example, Müller glial cells control the metabolism of various neurotransmitters (6, 7), prevent excitotoxic injury by the uptake of neurotransmitters from the synaptic cleft (8), remove degenerating cell debris (9), and control extracellular K^+^ levels, which contribute to modulating neurotransmission or maintaining homeostasis (10). The guidance and maintenance of cellular organization across the retina are supported by Müller glial cells (11, 12). Müller glial cell-mediated uptake of glutamate contributes to the separation of excitatory input into ON and OFF retinal ganglion cells (RGCs) (13).

On the other hand, Müller glial cells can also contribute to retinal regeneration. In fish and other lower vertebrates, Müller glial cells are involved in tissue maintenance and repair, as intrinsic retinal stem cells. In particular, when the zebrafish retina is damaged, Müller glial cells, called radial glia in zebrafish, operate as neural stem cells under both physiological and regenerative conditions and are able to differentiate into various neuronal cells, including photoreceptor cells and RGCs, to compensate and regenerate the damaged area (14, 15). While Müller glial cell-dependent retinal regeneration has not been considered to occur in mammals, recent studies have reported that Müller glial cells can cause functional production of new retinal neurons in adult mice by overexpressing a combination of proneural transcription factors, Ascl1 and Atoh1, in Mϋller glial cells with histone deacetylase inhibition (16, 17, 18). Another study showed that the loss of Nfia/b/x function induces Müller glia to proliferate and generate neurons in adult mice after injury (19).

Müller glial cell genesis is known to be regulated by multiple transcription factors, including Rax, Lhx2, Sox9, Nfia/b/x, and Hes family proteins, in association with the Notch pathway (20, 21, 22, 23). *Rax*, encoding a paired-type homeoprotein, is a crucial regulatory gene for early retinal development and is required for various processes of retinal development in vertebrates (24). In early mouse embryonic stages, *Rax* begins to be expressed in the optic vesicle and the putative diencephalon region, and then *Rax* expression shifts predominantly to the retina as development proceeds (25, 26). *Rax* is highly expressed in retinal progenitor cells (RPCs) and its expression gradually decreases as RPCs differentiate (25, 27). *Rax*-null mutant mouse embryos do not form optic vesicles and exhibit reduced brain structure (24, 26). Mutations in the *RAX* gene were reported in human microphthalmia, anophthalmia, and sclerocornea (28, 29). The role of *RAX* in human eye development is clearly supported by the linkage of symptoms in a patient with a truncating mutation and missense mutations, which are located in the region encoding the homeodomain of the RAX protein and reduces the DNA-binding ability of the resulting protein (28, 29). *Rax* paralog genes have been identified in a diverse range of vertebrate species (30, 31, 32). In the adult human retina, human *RAX2*/*QRX* is expressed in the outer nuclear layer (ONL) and inner nuclear layer, and functions synergistically with *CRX* and *NRL* to control photoreceptor gene expression (31). In chicks, two *Rax* genes (*cRax* and *cRaxL*/*cRax2*) have been identified (30). The *cRax2* gene is expressed in both RPCs and early developing photoreceptors, whereas *cRax* is predominantly expressed in retinal progenitors. The expression of a presumed dominant negative allele of the *cRax2* gene significantly reduces the expression level of cone photoreceptor genes, suggesting that *cRax2* regulates the differentiation of cone photoreceptor cells (30). Two *Rax* genes (*xRx* and *xRx-L*/*xRx2*) were identified in *Xenopus laevis* (26, 32), and three *Rax* genes (*zRx1* to *zRx3*) were isolated from zebrafish (26). It should be noted that the expression pattern in the retina of *zRx3* was more similar to that of frog and mouse *Rax* genes than to that of *zRx1* and *zRx2* genes (33). The genomes of monkeys, cows, and dogs also encode two *Rax* genes. From an evolutionary perspective, segmental duplication of the *Rax* locus occurred in an early common ancestor of jawed vertebrates, resulting in two *Rax* paralogs in jawed vertebrates, *Rax* and *Rax2* (34). The *Rax2* gene, on the other hand, is neither present in the mouse nor rat genomes (31). In mice, deletion of *Rax* at embryonic day 13.5 (E13.5) in photoreceptor precursors results in photoreceptor cell fate conversion to amacrine-like cells (35). In addition, a reduction in cone photoreceptor cells was observed when *Rax* was depleted in postnatal mouse retina (36). Thus, *Rax* plays important roles not only in the initial stage but also in the later developmental stages of the retina, including proliferation, cell fate determination, and photoreceptor maturation and maintenance.

We previously reported that in the mouse retina, after postnatal photoreceptor differentiation and maturation, *Rax* localization gradually shifts from photoreceptor cells to Müller glial cells (36). *Rax* overexpression in the postnatal day 0 (P0) mouse retina leads to an increase in the population of Müller glial cells (22). The gene expression profile of Müller glial cells is similar to that of RPCs (37, 38, 39). These studies imply that *Rax* possibly plays important roles in differentiated Müller glial cells at mouse postnatal stages; however, the function of *Rax* in postnatal retinal cell fate determination and in differentiated Müller glial cells is still unclear.

## Results

### *Rax* regulates the generation of late-born retinal cell types

To investigate the *Rax* function in retinal development, we performed retroviral lineage analysis using a murine replication-incompetent retrovirus, LIA, which only infects progenitor cells in the retina and encodes the human placental alkaline phosphatase (AP) gene (40). Retroviral vectors are infectious viruses that can introduce nonviral genes into mitotic cells *in vivo* or *in vitro* (41). The vectors useful for lineage analysis have been modified to be nonreplicable so that they cannot spread from one infected cell to another. However, these viruses are ideal for lineage analysis because they are faithfully passed on to all daughter cells of the first infected progenitor cell. We carried out a cell composition analysis on the descendants of *Rax*-overexpressed or KO progenitor cells by retrovirus infection at postnatal day 0 (P0). To examine the effects of *Rax* deficiency on retinal development, LIA or Cre coexpressing LIA (LIA-Cre) was injected into the subretinal space of P0 *Rax*^*flox/flox*^ mice (35), and retrovirus-infected retinas were harvested and analyzed at P28. The infected cells were labeled using AP histochemistry (Fig. 1*A*) (42). The LIA-Cre-infected retinas showed a significant increase in the percentage of rod photoreceptors and amacrine cells and a significant decrease in the percentage of late-born retinal cell types, bipolar and Müller glial cells, compared with the LIA-infected control retinas (Fig. 1*B*). In addition, the number of rod-only clones increased in the LIA-Cre-infected retinas (Fig. 1*C*). In contrast, we found that the average clone size, which indicates the number of descendant cells from a single progenitor cell, significantly decreased in LIA-Cre-infected retinas compared to that in LIA-infected retinas (Fig. 1*D*). To examine the effects of Rax overexpression on retinal development, LIA or LIA-Rax was injected into the subretinal space of P0 WT mice. Retrovirus-infected retinas were harvested and analyzed at P28 (Fig. 1*E*). The percentage of bipolar and Müller glial cells significantly increased, whereas the percentage of rod photoreceptors significantly decreased in LIA-Rax-infected retinas (Fig. 1*F*). We also observed a decrease in rod-only clones and an increase in bipolar cell-only clones in LIA-Rax-infected retinas (Fig. 1*G*). Many two-cell clones, especially bipolar cell-containing clones, are rod-bipolar cell mixture clones, suggesting a close relationship between the lineages of rods and bipolar cells (43). Therefore, counting and comparing rod-only and bipolar cell-only clones separately are useful for verifying the differentiation of rod and bipolar cells in detail. Consistent with a previous study (22), we could not quantify the clone size in the retinas of LIA-Rax-infected WT mice, since the Müller glia-like cells labeled with AP, which markedly increased with *Rax* overexpression, possessed extensive processes overlapping with neighboring cells expressing AP. These results suggest that Rax controls the specification of late-born retinal cell types, including Müller glial cells, in the postnatal retina.

**Figure 1:**
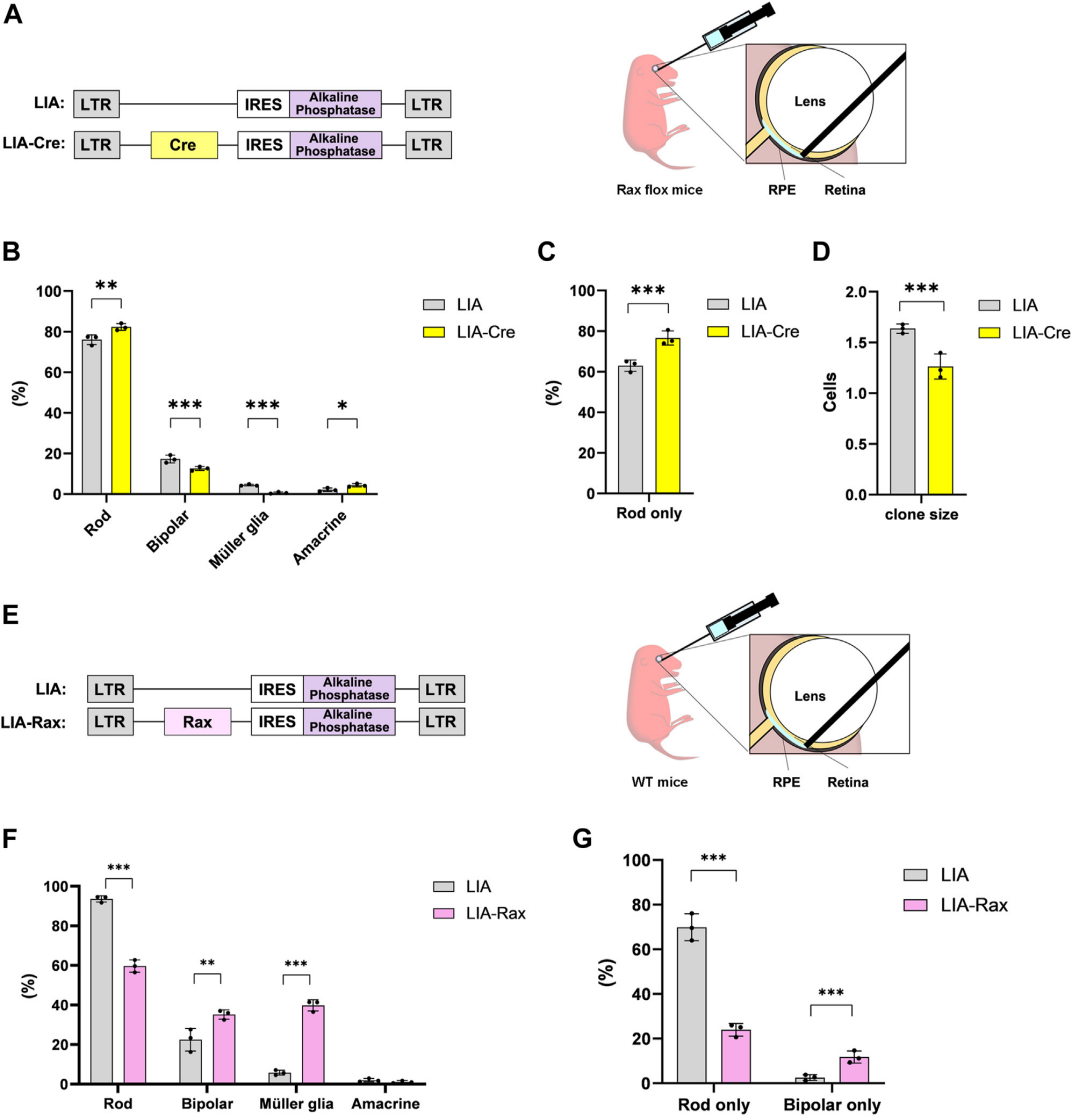
**The effect of *Rax* dosage on cell fate specification in postnatal retinal development.***A*, *left*: retroviral constructs used to express *Cre* and a marker gene, human placental alkaline phosphatase (AP), in the *Rax*^*flox/flox*^ mouse retina. *Right*: LIA or LIA-Cre virus was injected into the subretinal space of the P0 *Rax*^*flox/flox*^ mouse eye. The retrovirus-infected retinas were harvested at P28 and stained for AP. *B–D*, cell composition analysis of LIA- or LIA-Cre-retrovirus–infected clones. The percentage of rod photoreceptors (rod), bipolar cells, Müller glia, and amacrine cells out of the total number of cells infected with the LIA or LIA-Cre virus at P28 (*B*). The percentage of rod-only clones out of the total number of clones infected with the LIA or LIA-Cre virus at P28 (*C*). The average number of cells contained in each clone infected with LIA or LIA-Cre virus (*D*). *E*, *left*: retroviral constructs used to express *Rax* and *AP*, in the WT mouse retina. *Right*: LIA or LIA-Rax virus was injected into the subretinal space of the P0 WT mouse eye. The retrovirus-infected retinas were harvested at P28 and stained for AP. *F* and *G*, cell composition analysis of LIA- or LIA-Rax-retrovirus–infected clones. The percentage of rod photoreceptors (rod), bipolar cells, Müller glia, and amacrine cells out of the total number of cells infected with the LIA or LIA-Rax virus at P28 (*F*). The percentage of rod-only and Bipolar-only clones out of the total number of clones infected with the LIA or LIA-Rax virus at P28 (*G*) is shown. n = 3 retinas (1004 clones) for LIA and n = 3 retinas (774 clones) for LIA-Cre (*B* and *C*). n = 3 retinas (765 clones) for LIA, n = 3 retinas (613 clones) for LIA-Rax (*F* and *G*). Error bars, mean ± SD. Student’s *t* test (∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001) was adopted.

### *Rax*-deficient Müller glial cells exhibit histological characteristics of reactive gliosis

We observed that the rates of decrease and increase in Müller glial cells by *Rax* deficiency and overexpression, respectively, were the highest among the retinal cell types examined (Fig. 1, *B* and *F*). In addition, we previously reported that Rax is highly expressed in Müller glial cells after retinogenesis is completed (36). These observations prompted us to investigate the *Rax* function in Müller glial cells. We first generated *Rlbp1-CreERT2* transgenic mice, in which *CreERT2* expression was driven by the *Rlbp1* 3.1 kb promoter (44), and crossed them with a reporter mouse line, *R26-CAG-LoxP-mTFP1* (Fig. S1*A*) (45). We injected tamoxifen into *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice at P4, harvested their retinas at 1 month of age (1 M) (P4→1 M), and found that mTFP signals showed Müller glial cell morphology and overlapped with S100β (a Müller glial cell marker) signals (Fig. S1*B*). This observation showed that Cre recombinase activity can be induced in Müller glial cells by tamoxifen injection in *Rlbp1-CreERT2* mice. Cre-mediated recombination was observed in retinal pigment epithelium cells of *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice treated with tamoxifen. However, in our previous study, we did not detect *Rax* expression in the retinal pigment epithelium cells of mice at the embryonic and postnatal stages (24, 36).

Next, we mated *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice with *Rax*^*flox/flox*^ mice, injected tamoxifen into *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice at P4, and harvested their retinas at P14 (P4→P14) (Fig. 2, *A* and *B*). We observed that *Rax* expression was markedly decreased in mTFP-positive cells collected by fluorescence-activated cell sorting (FACS) from the retina of *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice treated with tamoxifen (*Rax* tamoxifen-induced conditional KO [*Rax* iCKO] mice) by RT-PCR analysis (Fig. 2*C* and S2*A*). We confirmed that Rax expression decreased in Müller glial cells by immunostaining using an anti-Rax antibody in *Rax* iCKO (P4→P14) retinas. We also performed immunostaining using an antibody against Lhx2, which has been suggested to be upstream of *Rax* (46) and found no substantial differences between the control and *Rax* iCKO (P4→P14) retinas (Fig. 2*D*). To examine the effects of *Rax* deficiency on Müller glial cells, we performed immunostaining using an anti-GFAP antibody (a marker for reactive gliosis in Müller glial cells) in *Rax* iCKO (P4→P14 and P4→1 M) retinas. We observed increased GFAP signals, a histological characteristic of reactive Müller cell gliosis, in mTFP-positive cells of *Rax* iCKO (P4→P14 and P4→1 M) retinas (Fig. 2, *E*, *F*, *I* and *J*). Next, we immunostained retinal sections using antibodies against Vimentin and glutamine synthetase (GS), other markers of reactive gliosis, and found that Vimentin signals increased in the ONL of the *Rax* iCKO (P4→P14) retinas compared with those of the control retinas (Fig. 2*G*). We also immunostained retinal sections using antibodies against S100β and Sox9 (Müller glial cell markers) and observed no obvious differences between the control and *Rax* iCKO (P4→1 M) retinas, suggesting that the number and morphology of Müller glial cells were unaffected by *Rax* deficiency (Fig. 2*K*). In addition, we immunostained for major cell types other than Müller glial cells in the *Rax* iCKO (P4→1 M) retina and found no substantial differences between the control and *Rax* iCKO retinas (Fig. S2, *B–H*). These results suggest that Müller glial cells undergo reactive gliosis because of *Rax* deficiency.

**Figure 2:**
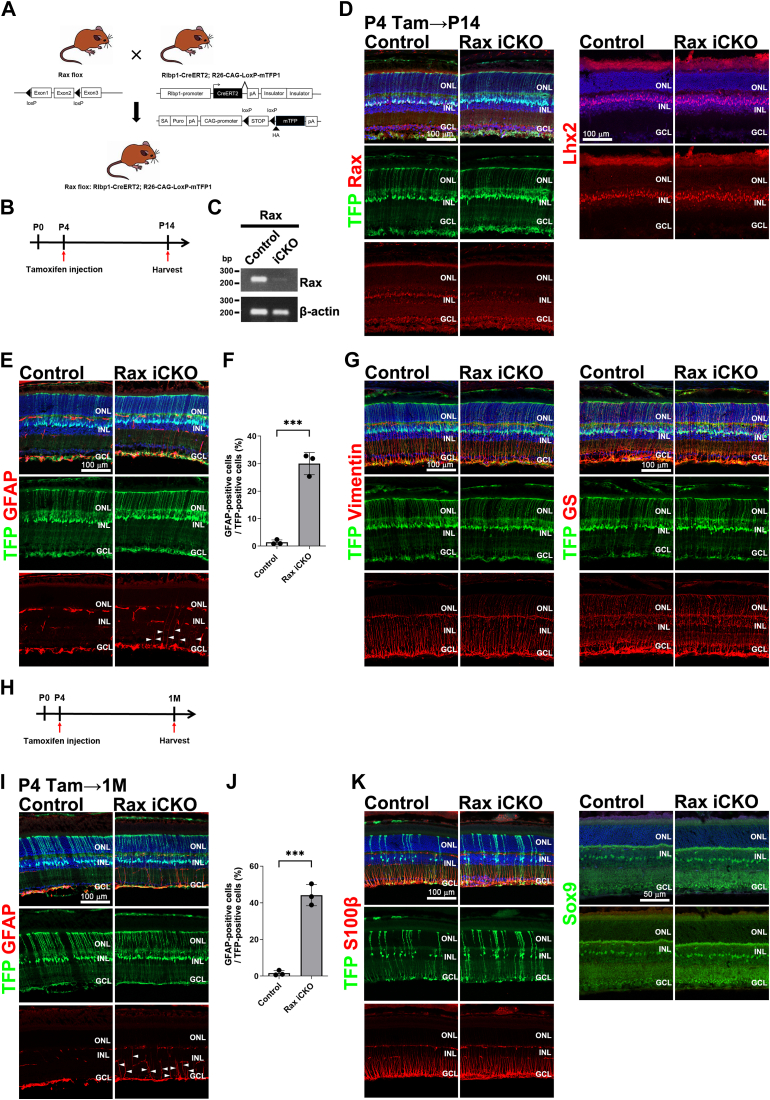
**Effects of *Rax* deficiency on Müller glial cells.***A*, schematic diagram of generation of *Rax* flox; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice. *Rax*^*flox/+*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice and *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice treated with tamoxifen were used as control and *Rax* iCKO mice, respectively, in the following experiments. *B*, schedule for tamoxifen injection and harvest of mice. Mice were injected with tamoxifen at P4 and harvested at P14 (P4→P14). *C*, RT-PCR analysis of the *Rax* transcript in mTFP-positive cells sorted by FACS from the control and *Rax* iCKO retinas (P4→P14). *β-actin* was used as a loading control. *D*, retinal sections from control and *Rax* iCKO mice (P4→P14) were immunostained with anti-Rax and anti-Lhx2 antibodies. Nuclei were stained with DAPI (*blue*). *E*, retinal sections from the control and *Rax* iCKO mice (P4→P14) were immunostained with an anti-GFAP antibody (a marker of gliosis in Müller glial cells). Nuclei were stained with DAPI (*blue*). GFAP signals increased in mTFP-positive cells of the *Rax* iCKO retinas (*arrowheads*). *F*, the percentage of GFAP-positive cells among mTFP-positive cells in *Rax* iCKO and control mouse retinas (P4→P14). ∗∗∗*p* < 0.001 (Student’s *t* test). n = 3 mice per group. *G*, retinal sections from the control and *Rax* iCKO mice (P4→P14) were immunostained with anti-Vimentin and anti-GS antibodies. Nuclei were stained with DAPI (*blue*). *H*, schedule for tamoxifen injection and harvest of mice. Mice were injected with tamoxifen at P4 and harvested at 1 M (P4→1 M). *I*, retinal sections from the control and *Rax* iCKO mice (P4→1 M) were immunostained using an anti-GFAP antibody. Nuclei were stained with DAPI (*blue*). GFAP signals increased in mTFP-positive cells of the *Rax* iCKO retinas (*arrowheads*). *J*, the percentage of GFAP-positive cells among mTFP-positive cells in *Rax* iCKO and control mouse retinas (P4→1 M). ∗∗∗*p* < 0.001 (Student’s *t* test). n = 3 mice per group. *K*, retinal sections from control and *Rax* iCKO mice (P4→1 M) were immunostained with anti-S100β (a Müller glial cell marker) and anti-Sox9 (a Müller glial cell marker) antibodies. Nuclei were stained with DAPI (*blue*). DAPI, 4',6-diamidino-2-phenylindole; FACS, fluorescence-activated cell sorting; GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer; Rax iCKO, *Rax* tamoxifen–induced conditional KO.

To examine the effects of *Rax* deficiency in Müller glial cells on retinal function, we measured electroretinograms (ERGs) of *Rax* iCKO (P4→1 M) mice under dark-adapted (scotopic) and light-adapted (photopic) conditions. We confirmed the efficiency of tamoxifen-induced recombination in the retina by immunostaining retinal sections after ERG analysis (Fig. S3*A*). Under scotopic conditions, the amplitude of a-waves and b-waves, originating mainly from the population activity of rod photoreceptor cells (a-waves) and rod bipolar cells (b-waves), was not significantly different between the control and *Rax* iCKO mice (Fig. S3, *B–D*). The implicit time of the scotopic ERG a-wave and that of the scotopic ERG b-wave, which is an indication of the speed of the transduction process from rod photoreceptors to rod bipolar cells, was also not significantly different between the control and *Rax* iCKO mice (Fig. S3, *E* and *F*). Similar to scotopic ERG, the amplitudes of photopic a-waves and b-waves, which mainly reflect the population activity of cone photoreceptor cells (a-waves) and cone ON bipolar cells (b-waves), in *Rax* iCKO mice were comparable to those in control mice (Fig. S3, *G–I*). The implicit time of the photopic ERG a-wave and that of the photopic ERG b-wave, which represents the speed of the transduction process from cone photoreceptor to cone ON bipolar cells, were also not significantly different between the control and *Rax* iCKO mice (Fig. S3, *J* and *K*). These results suggest that photoreceptor and ON bipolar cell functions are unaffected by *Rax* deficiency in Müller glial cells.

To investigate whether the increase in GFAP signals in Müller glial cells of the *Rax* iCKO retina is influenced by the timing of tamoxifen administration, we first injected tamoxifen into *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice at 1 M and harvested the retina at 2 M (1 M→2 M) (Fig. S4*A*). We performed immunostaining using the anti-GFAP antibody and did not observe an increase in GFAP signals in the mTFP-positive cells of the *Rax* iCKO (1 M→2 M) retina, in contrast to the observation in the *Rax* iCKO (P4→P14 and P4→1 M) retinas (Fig. S4*B*). We also immunostained retinal sections using the anti-Sox9 antibody and observed no obvious differences between the control and *Rax* iCKO (1 M→2 M) retinas (Fig. S4*B*). In addition, ERG analysis of the mice used for immunohistochemistry (Fig. S4*B*) showed no significant differences in the amplitudes and implicit times of scotopic and photopic ERG a- and b-waves between control and *Rax* iCKO (1 M→2 M) mice (Fig. S4, *C–L*). Next, we injected tamoxifen into *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice at P9 or P12 and harvested their retinas at 1 M (P9 or P12→1 M) (Fig. S4*M*). We did not observe a substantial increase in GFAP signals in the mTFP-positive cells of the *Rax* iCKO (P9 or P12→1 M) retinas (Fig. S4*N*). Given that retinogenesis is almost complete around P7 (47, 48, 49), these results suggest that the *Rax* deficiency in differentiating Müller glial cells can induce reactive gliosis in the retina.

### Reactive gliosis induced by retinal damage is enhanced by *Rax* deficiency in Müller glial cells

To investigate the role of *Rax* in Müller glial cells in the damaged retina, *Rax* iCKO (P4→1 M) mice were exposed to light-emitting diode light (Fig. 3*A*). Light exposure, which is an accelerating factor of retinal degeneration in humans (50), induces the activation of Müller glia and associated reactive gliosis (51, 52). To evaluate histological changes, we performed immunostaining using the anti-GFAP antibody. We observed increased GFAP signals in the light-exposed control retinas compared with those in the light-unexposed control retinas, indicating that reactive Müller cell gliosis was induced by light exposure (Fig. 3, *B* and *C*). In the light-exposed *Rax* iCKO (P4→1 M) retinas, GFAP signals increased compared with those in the light-exposed control retinas (Fig. 3, *B* and *C*), suggesting that reactive gliosis induced by light exposure is enhanced by *Rax* deficiency in Müller glial cells. To examine the effects of the *Rax* deficiency in Müller glial cells on photoreceptor cells of the light-exposed retina, we immunostained retinal sections from the light-exposed *Rax* iCKO mice (P4→1 M) using marker antibodies against rhodopsin (rod outer segments), M-opsin (M-cone outer segments), and S-opsin (S-cone outer segments). No obvious differences were observed between the control and *Rax* iCKO retinas (Fig. 3*D*).

**Figure 3:**
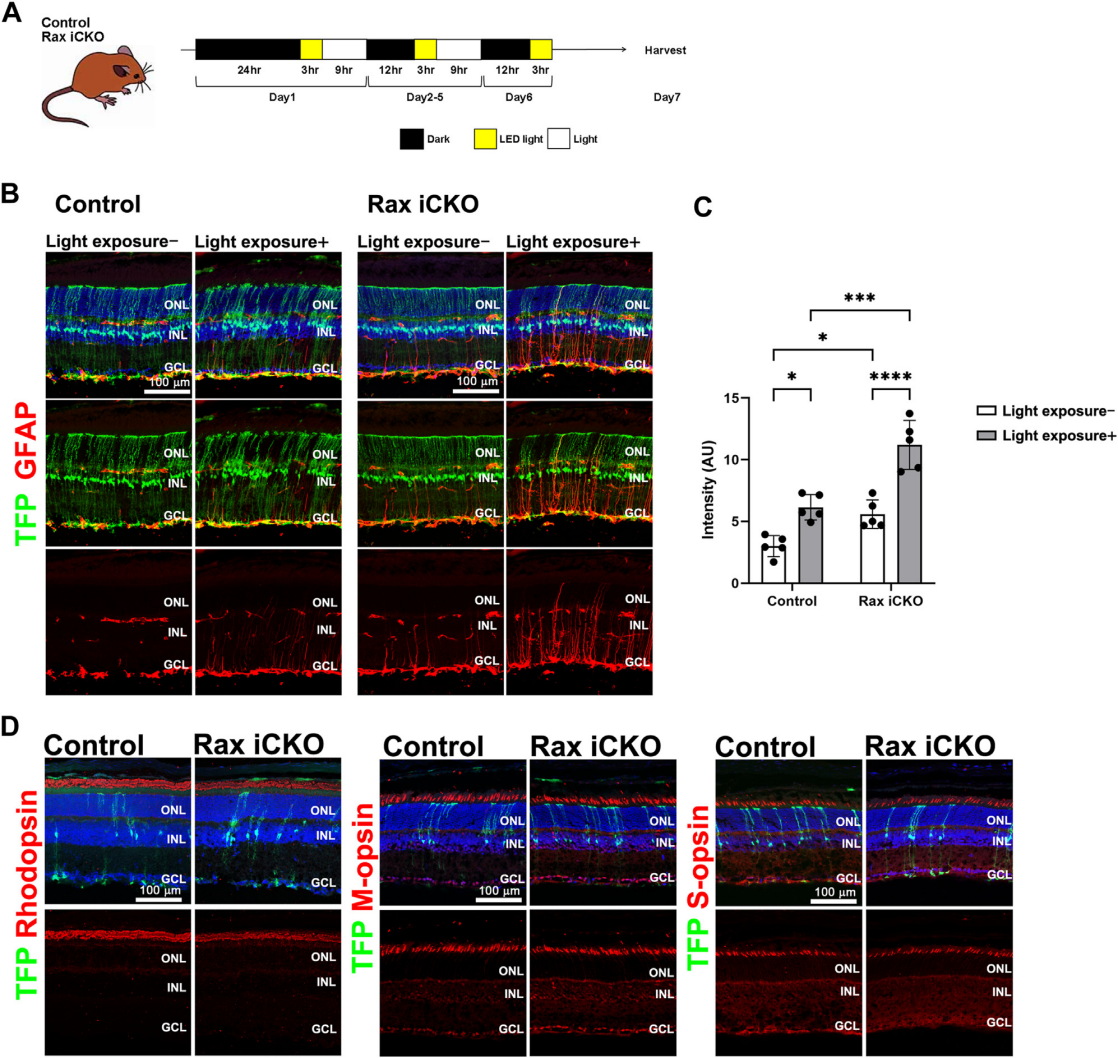
**Light-induced damage to *Rax* iCKO mice.***A*, experimental design for exposure of *Rax* iCKO and control mice to LED light. *B*, immunohistochemical analysis of retinas from *Rax* iCKO and control mice (P4→1 M) with or without light exposure using the anti-GFAP antibody. Nuclei were stained with 4',6-diamidino-2-phenylindole. *C*, the intensity of GFAP signals in the area between the ONL and GCL in the retinas of *Rax* iCKO and control mice (P4→1 M) with or without exposure to LED light. ∗*p* < 0.05, ∗∗∗ *p* < 0.001, and ∗∗∗∗*p* < 0.0001 (two-way ANOVA with Sidak’s multiple comparisons test). n = 5 mice per group. *D*, immunohistochemical analysis of retinas from *Rax* iCKO and control mice (P4→1 M) after light exposure using marker antibodies as follows: Rhodopsin (a rod outer segment marker), M-opsin (an M-cone outer segment marker), and S-opsin (an S-cone outer segment marker). GCL, ganglion cell layer; INL, inner nuclear layer; LED, light-emitting diode; ONL, outer nuclear layer; Rax iCKO, *Rax* tamoxifen–induced conditional KO.

Intravitreal injection of N-methyl-D-aspartic acid (NMDA) is a mouse experimental system that damages inner retinal neurons (53). We injected tamoxifen and NMDA into *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice at P4 and 1 M, respectively, and harvested the retina at 2 M (P4→1 M→2 M) (Fig. 4*A*). To evaluate histological changes, we performed immunostaining using the anti-GFAP antibody and observed that the GFAP signals increased in the NMDA-treated control retina compared with those in the NMDA-untreated control retina, showing that reactive Müller cell gliosis is induced by NMDA injection (Fig. 4, *B* and *C*). We also immunostained retinal sections from the NMDA-treated control eye using the anti-Rbpms (a RGC marker) antibody and observed that the number of Rbpms-positive cells significantly decreased in the NMDA-treated control retina compared with that in the NMDA-untreated control retina, indicating that RGC death was induced by NMDA treatment (Fig. 4, *D* and *E*). Although the number of Rbpms-positive cells was not significantly different between the NMDA-treated control retina and the NMDA-treated *Rax* iCKO (P4→1 M→2 M) retina, GFAP signals were stronger in the NMDA-treated *Rax* iCKO (P4→1 M→2 M) retina than in the NMDA-treated control retina, suggesting that the NMDA treatment exacerbates reactive gliosis of Müller glial cells in *Rax* iCKO mouse retinas (Fig. 4, *B*–*E*).

**Figure 4:**
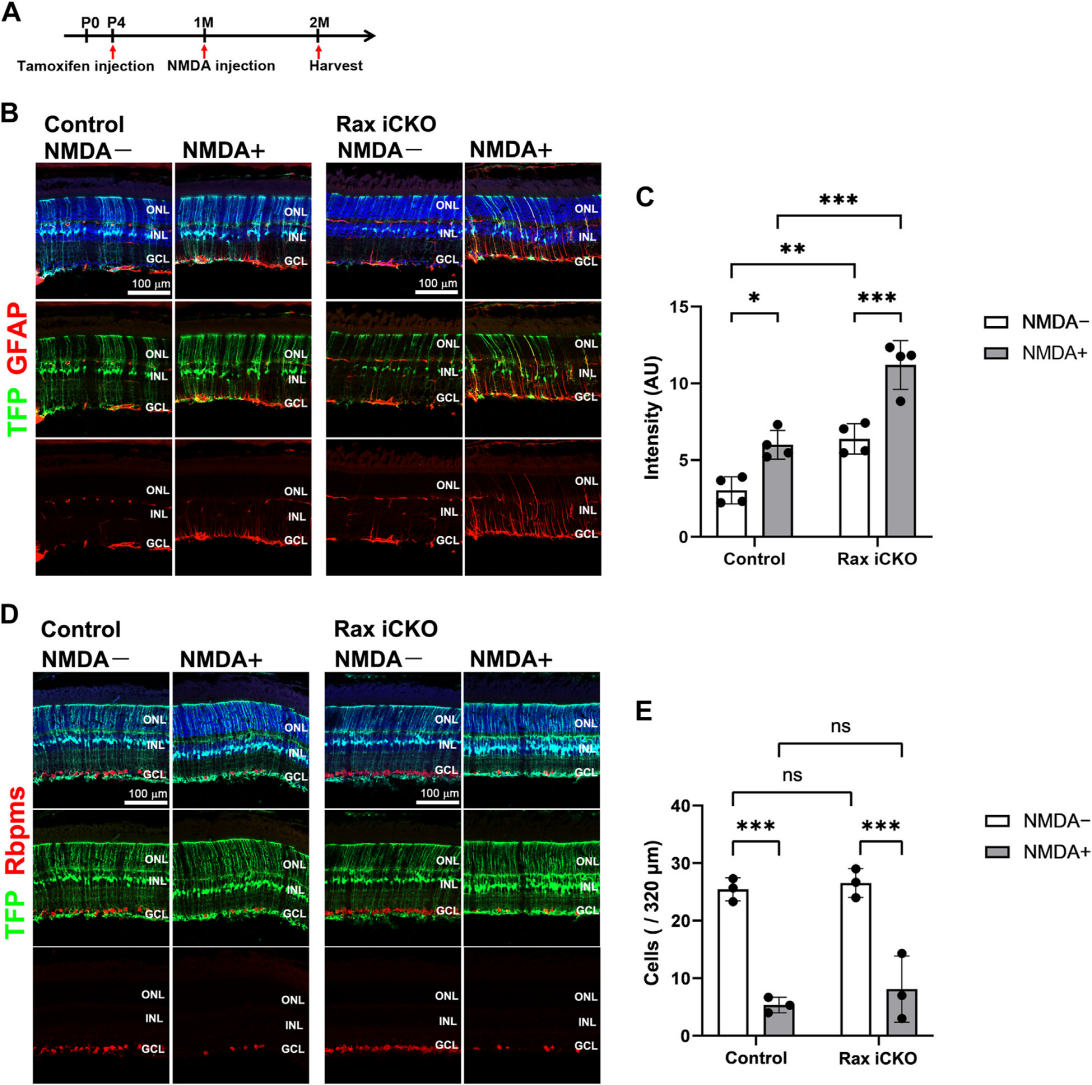
**Effects of NMDA on the *Rax* iCKO mouse retina.***A*, schedule of tamoxifen injection, NMDA injection, and mouse harvesting. Mice were injected with tamoxifen and NMDA at P4 and 1 M, respectively, and harvested at 2 M (P4→1 M→2 M). The NMDA-untreated retina was obtained from the contralateral eye without vehicle injection. *B*, immunohistochemical analysis of retinas from *Rax* iCKO and control mice (P4→1 M→2 M). Sections were immunostained using anti-GFAP (*B*) and anti-Rbpms (a ganglion cell marker) antibodies. Nuclei were stained with DAPI (*blue*). GFAP signals increased in mTFP-positive cells of the NMDA-treated *Rax* iCKO retina compared with those of the NMDA-treated control retina. *C*, the intensity of GFAP signals in the area between the ONL and GCL in the retinas of *Rax* iCKO and control mice (P4→1 M→2 M) with or without NMDA treatment. ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001 (two-way ANOVA with Sidak’s multiple comparisons test). n = 4 mice per group. *D*, immunohistochemical analysis of retinas from *Rax* iCKO and control mice (P4→1 M→2 M). Sections were immunostained using anti-Rbpms. Nuclei were stained with DAPI (*blue*). *E*, quantification of the number of retinal ganglion cells detected by Rbpms immunostaining in *Rax* iCKO and control mice (P4→1 M→2 M). ∗∗∗*p* < 0.001, ns, not significant (two-way ANOVA with Sidak’s multiple comparisons test). n = 3 mice per group. DAPI, 4',6-diamidino-2-phenylindole; GCL, ganglion cell layer; INL, inner nuclear layer; NMDA, N-methyl-D-aspartic acid; ONL, outer nuclear layer; Rax iCKO, *Rax* tamoxifen–induced conditional KO.

### Rax regulates Socs3 expression in Müller glial cells

To assess the transcriptional consequences of *Rax* deficiency in Müller glial cells, we performed RNA-seq analysis using total RNA purified from mTFP-positive cells in the retinas of control and *Rax* iCKO (P4→P14) mice, which were collected by FACS. 

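RNA-seq libraries were made from the mTFP-positive cells of 4 mice, each library from 1 mouse. In these mice Cre recombinase fused to a mutant estrogen receptor is driven by *Rlbp1*, a Müller glial gene, and tamoxifen lets it switch on the teal fluorescent protein mTFP1 and delete the floxed *Rax* alleles. The 2 control mice, numbered 7984 and 3911, carried 1 floxed and 1 intact *Rax* allele, and the 2 *Rax* iCKO mice, numbered 7983 and 3914, carried 2 floxed alleles. All received tamoxifen at P4 and were harvested at P14. The authors mapped the reads to mm10 with TopHat and deposited FPKM from Cufflinks, which divides the fragments on a gene by the length of its exons and by the library's mapped fragments. The files list the same gene symbols, and 24203 of them were matched to RefSeq genes of GRCm38. Between 7870 and 8720 symbols were listed at 0 in a library. The files hold no read counts, but the low FPKM values of a gene move in whole-read steps, from which the depth was estimated. The FPKM that 1 read adds to a transcript of known length put the mapped reads at about 9420000 in *Rax* iCKO mouse 7983, 12710000 in control mouse 7984, 9270000 in control mouse 3911 and 9300000 in *Rax* iCKO mouse 3914. The correlation of log2(FPKM + 1) between libraries, taken across genes, which are not independent replicates, was 0.970 for mice 7983 and 7984 and 0.970 for mice 3911 and 3914, which differ in genotype but lie close in number. It was 0.955 between the 2 *Rax* iCKO mice and 0.952 between the 2 controls. The 2 runs of mouse numbers each hold 1 mouse of each genotype. Groups were compared with limma (linear models with a mean-dependent variance prior) on log2(FPKM + 1) over the 12363 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low FPKM. The smallest p that 2 mice against 2 allow in a two-sided exact permutation test is 0.333.

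*Rax*, the targeted gene, lies on the minus strand of chromosome 18 of GRCm38 from 65928277 to 65939787. Its FPKM was 189.1 and 181.4 in control mice 7984 and 3911, and 111 and 98.4 in *Rax* iCKO mice 7983 and 3914. The means were 185 ± 5.47 (SD, n = 2) in control and 105 ± 9.18 (SD, n = 2) in *Rax* iCKO, a ratio of 0.566. Both *Rax* iCKO libraries were lower than both controls (exact permutation test, two-sided, p = 0.333). The log2 fold change was -0.82 (standard error 0.21), and its limma p adjusted over all genes was 1.00. Within the runs of mouse numbers, the difference in log2(FPKM + 1) was -0.76 between mice 7983 and 7984 and -0.88 between mice 3914 and 3911. Of the alternatives with 4 libraries, quantile normalization moved the log2 fold change most, to -0.71. The paper, by RT-PCR, describes a marked decrease of *Rax* in cells sorted in the same way. Müller glia markers were lower too, with a median log2 fold change of -0.43 and a lowest of -0.84. A smaller share of Müller glia RNA in the *Rax* iCKO libraries may therefore contribute to the lower *Rax*. The entries for mTFP1 and Cre were chosen after their values were seen. The entry for mTFP1 was at 2199 and 4483 FPKM in *Rax* iCKO mice 7983 and 3914 and at 2992 and 3339 FPKM in control mice 7984 and 3911. The entry for Cre was between 44.9 and 63.7 FPKM in the 4 libraries, and neither entry separated the genotypes.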

We carried out Gene Ontology (GO) enrichment analysis and classified the upregulated genes (fold change >2) into functional categories according to the GO term enrichment for biological processes. These genes were associated with several biological processes related to inflammation, including regulation of inflammatory response (Fig. 5*A*). 

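By the ratio of mean FPKM alone, 1362 of the 17865 genes with a mean FPKM over 0 were more than 2-fold higher in *Rax* iCKO than in control, and 1938 were more than 2-fold lower. These counts rest on the ratio of means without a test. Requiring both *Rax* iCKO libraries to lie beyond both controls left 479 higher and 727 lower genes. The counts include genes listed at 0 in both mice of a group. Of the genes with a mean FPKM of at least 1, 104 were more than 2-fold higher and 126 more than 2-fold lower, and with 1 added to each mean FPKM the counts were 41 and 65. A single library also moved them: without control mouse 7984, the deepest library, 2221 genes were more than 2-fold higher, and without *Rax* iCKO mouse 7983, 3135 were more than 2-fold lower. With limma, 1 gene was higher and 2 were lower at an adjusted p under 0.05, and 354 genes had an unadjusted p under 0.05. Without the filter on mean FPKM, 0 genes had an adjusted p under 0.05, and 254 higher and 370 lower genes had an unadjusted p under 0.05. The higher gene was the microRNA gene *Mir568* (log2 fold change 7.15, adjusted p = 0.0244 from limma), listed at 0 in both controls. The lower genes were *Xist* (log2 fold change -4.56) and the microRNA gene *Mir6538* (log2 fold change -4.71), each with an adjusted p of 0.0167 from limma. Y-linked RNA was present in *Rax* iCKO mouse 7983 and in none of the other 3 libraries, which limits what *Xist* shows about genotype. *Mir568* and *Mir6538* span 83 and 110 bases, and the read numbers behind their FPKM are not known.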

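In place of the Gene Ontology terms, which were not used here, the upregulated genes were set against a list of inflammatory genes written by hand and against 3 Reactome sets. Of the 76 inflammatory genes with a mean FPKM over 0, 7 (9.21%) were more than 2-fold higher in *Rax* iCKO, against 7.62% of all 17865 such genes (odds ratio 1.23, one-sided Fisher's exact test, adjusted p = 0.962 over the 4 sets). The Reactome Immune System set had 46 of 759 genes more than 2-fold higher (6.06%, odds ratio 0.774), the Innate Immune System set 28 of 466 (6.01%, odds ratio 0.770) and the Cytokine Signaling set 12 of 207 (5.80%, odds ratio 0.743), each with an adjusted p of 0.962. This test treats genes as independent, and it does not carry the variation between mice. The 7 higher inflammatory genes, *Ccl5*, *Ptgs2*, *Il6ra*, *Ccr2*, *Ptger4*, *Saa3* and *Nod2*, had a mean FPKM of at most 0.0841, and *Il6ra* was the only one higher in both *Rax* iCKO libraries than in both controls. Among genes with a mean FPKM of at least 1, 0 of 37 inflammatory genes were more than 2-fold higher and 3 were more than 2-fold lower, *H2-Ab1*, *S100a8* and *S100a9*. For the lower genes the odds ratio was 8.75 (one-sided Fisher's exact test, adjusted p = 0.0250 over the 4 sets), in a test that was not among those set in advance. In the same test the 3 Reactome sets had an adjusted p between 0.103 and 0.872. Over all 17865 genes, 12 of the 76 inflammatory genes were more than 2-fold lower (odds ratio 1.54, adjusted p = 0.469 in the same kind of test). The FPKM of *H2-Ab1* was 4.91 and 6.71 in *Rax* iCKO and 12.0 and 12.6 in control. *S100a8* was at 15.7 and *S100a9* at 8.77 FPKM in control mouse 7984, at 0.556 and 1.33 FPKM in *Rax* iCKO mouse 7983, and both were listed at 0 in control mouse 3911 and in *Rax* iCKO mouse 3914.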

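*Gfap*, which encodes GFAP, lies on the minus strand of chromosome 11 of GRCm38 from 102887336 to 102900912. Its FPKM in the mTFP-positive cells was 4.80 and 8.94 in control mice 7984 and 3911, and 4.38 and 7.14 in *Rax* iCKO mice 7983 and 3914. The means were 6.87 ± 2.93 (SD, n = 2) in control and 5.76 ± 1.95 (SD, n = 2) in *Rax* iCKO, which overlap (exact permutation test, two-sided, p = 0.667). The log2 fold change was -0.20 (standard error 0.37), with an adjusted p of 1.00 from limma. Within the runs of mouse numbers, the difference in log2(FPKM + 1) was -0.11 between mice 7983 and 7984 and -0.29 between mice 3914 and 3911. Without 1 mouse at a time the log2 fold change ran from -0.59 to 0.19, so that its sign depended on the library left out. Leaving out 1 mouse makes the groups unequal in run. *Gfap* was higher in mice 3911 and 3914 than in mice 7983 and 7984, so the change of sign may come from the runs. Of the 38 genes of a reactive gliosis list written by hand, 19 reached a mean FPKM of at least 1. Their median log2 fold change was -0.33, 17 of the 19 were lower in *Rax* iCKO, and 0 passed a p of 0.05 adjusted over the list alone or over all genes. In camera, a gene set test of limma with a preset correlation between genes of 0.01, the list was lower with an adjusted p of 1.83e-04 over 16 lists. In fry, which takes the correlation from the data, the adjusted p was 0.171, and none of the 16 lists had an adjusted p under 0.05 with these settings. The fry adjusted p of the reactive gliosis list was 0.0161 with equal medians and 0.0471 at a mean FPKM of at least 5. The median deviation of the list was -0.10 and -0.26 in *Rax* iCKO mice 7983 and 3914 and 0.36 and 0.17 in control mice 7984 and 3911. Müller glia markers fell further, with a median log2 fold change of -0.43. A smaller share of Müller glia RNA in the *Rax* iCKO libraries could therefore lower the gliosis list without a change in gliosis. The median log2 fold change of the 37 inflammatory genes tested was -0.21 (adjusted p = 0.0340 in camera and 0.653 in fry), and it was -0.07 without control mouse 7984.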

As reactive gliosis is a general response to inflammation and is reflected by increased GFAP expression in Müller glial cells, the results of the GO enrichment analysis support the idea that Müller glial cells in the *Rax* iCKO retina undergo reactive gliosis. 

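The paper, which had proposed reactive gliosis of the Müller glial cells from its immunostaining, takes its Gene Ontology result as further grounds for that idea, because reactive gliosis is a response to inflammation. A ratio of mean FPKM over 2 or under 1/2, joined with a p under 0.05 in an equal-variance test between the groups on FPKM as deposited, gave 182 genes lower and 96 genes higher in *Rax* iCKO among all gene symbols. Most of these 278 genes had little RNA, with a median mean FPKM of 0.118, and 237 of them had a mean FPKM under 1. Among genes with a mean FPKM of at least 1, 22 were lower and 19 were higher. With the test on log2(FPKM + 1), 187 were lower and 103 were higher. The largest change came from adding 1 to each mean FPKM before the ratio, which left 12 lower and 5 higher genes. The p in this rule is not adjusted for the number of genes tested.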

Using the cut-off (average fold change >2 or < −2; *p* < 0.05), we obtained 41 downregulated and 28 upregulated genes in mTFP-positive cells from the *Rax* iCKO (P4→P14) retina (Fig. 5*B*). 

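*Socs3* lies on the minus strand of chromosome 11 of GRCm38 from 117966079 to 117970047. Its FPKM was 29.1 and 28.6 in control mice 7984 and 3911, and 9.27 and 6.80 in *Rax* iCKO mice 7983 and 3914. The mean fell from 28.9 ± 0.320 (SD, n = 2) in control to 8.04 ± 1.75 (SD, n = 2) in *Rax* iCKO, a ratio of 0.279, and the gap was larger than the spread in either group (exact permutation test, two-sided, p = 0.333). Its log2 fold change was -1.74 (standard error 0.24). The limma p was 3.13e-04 before adjustment and 0.484 after adjustment over the 12363 genes. Of the 15 tested genes that the paper names, 3 (*Rax*, *Socs3* and *Cebpd*) had a p under 0.05 adjusted over the list alone, and 0 did over all genes. With the run of mouse numbers as a block in limma, the p adjusted over all genes was 0.0223, 4.09e-04 and 0.00844 for these 3. However, 2 pairs of mice are too few to settle whether such a pairing holds. The value adjusted over the list alone was 0.00470 for *Socs3*, which is not independent evidence because the study chose *Socs3* on these libraries. Without 1 mouse at a time the log2 fold change stayed between -1.94 and -1.54. The FPKM of *Jak1*, *Jak2*, *Stat3* and *Il6st*, which act in the same pathway, gave log2 fold changes of 0.09, 0.12, 0.20 and -0.30. The groups overlapped for *Jak1*, *Jak2* and *Il6st*. *Stat3* was at 30.5 and 25.8 FPKM in control and at 32.2 and 32.5 in *Rax* iCKO (adjusted p = 1.00 from limma). *Il6* was listed at 0 in all 4 libraries. The median log2 fold change of 30 immediate early genes, which dissociation and sorting can induce, was -0.35.

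**Figure D1:**
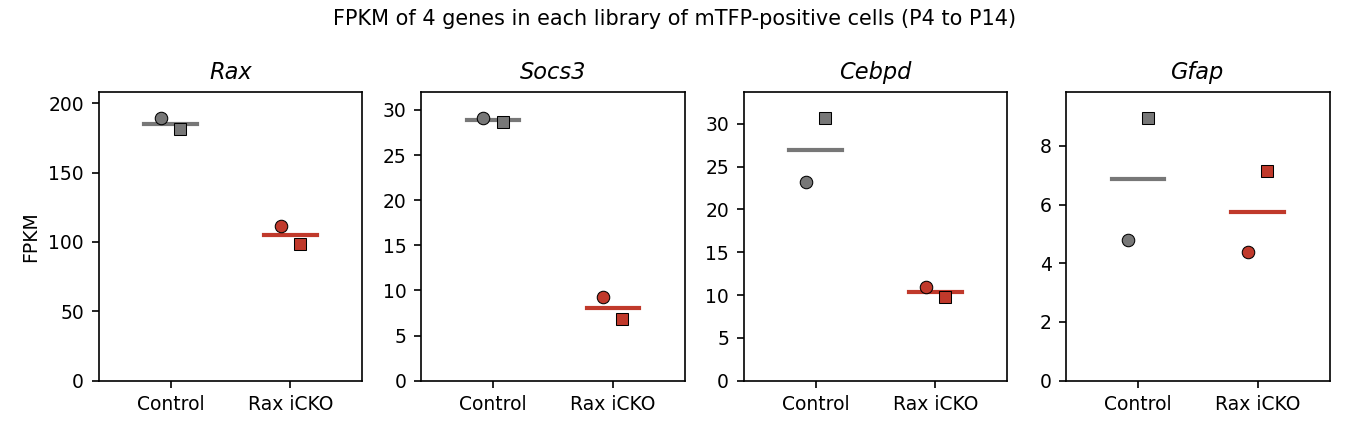
FPKM of *Rax*, *Socs3*, *Cebpd* and *Gfap* in each of the 4 libraries of mTFP-positive cells. Points are single mice (circles for mice 7983 and 7984, squares for mice 3911 and 3914), lines are group means, and each axis starts at 0. *Socs3* lies at 28.6 or above in control and at 9.27 or below in *Rax* iCKO, while the groups overlap for *Gfap*.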

Among the downregulated genes, we focused on *suppressor of cytokine signaling 3* (*Socs3*), which encodes a negative feedback regulator of the Janus kinase/signal transducers and activators of transcription (JAK/STAT) signaling pathway (54, 55), since a previous immunohistochemical analysis showed that *Socs3* deletion in retinal cells, including Müller glial cells, increases GFAP signals in Müller glial cells under stress (56).

**Figure 5:**
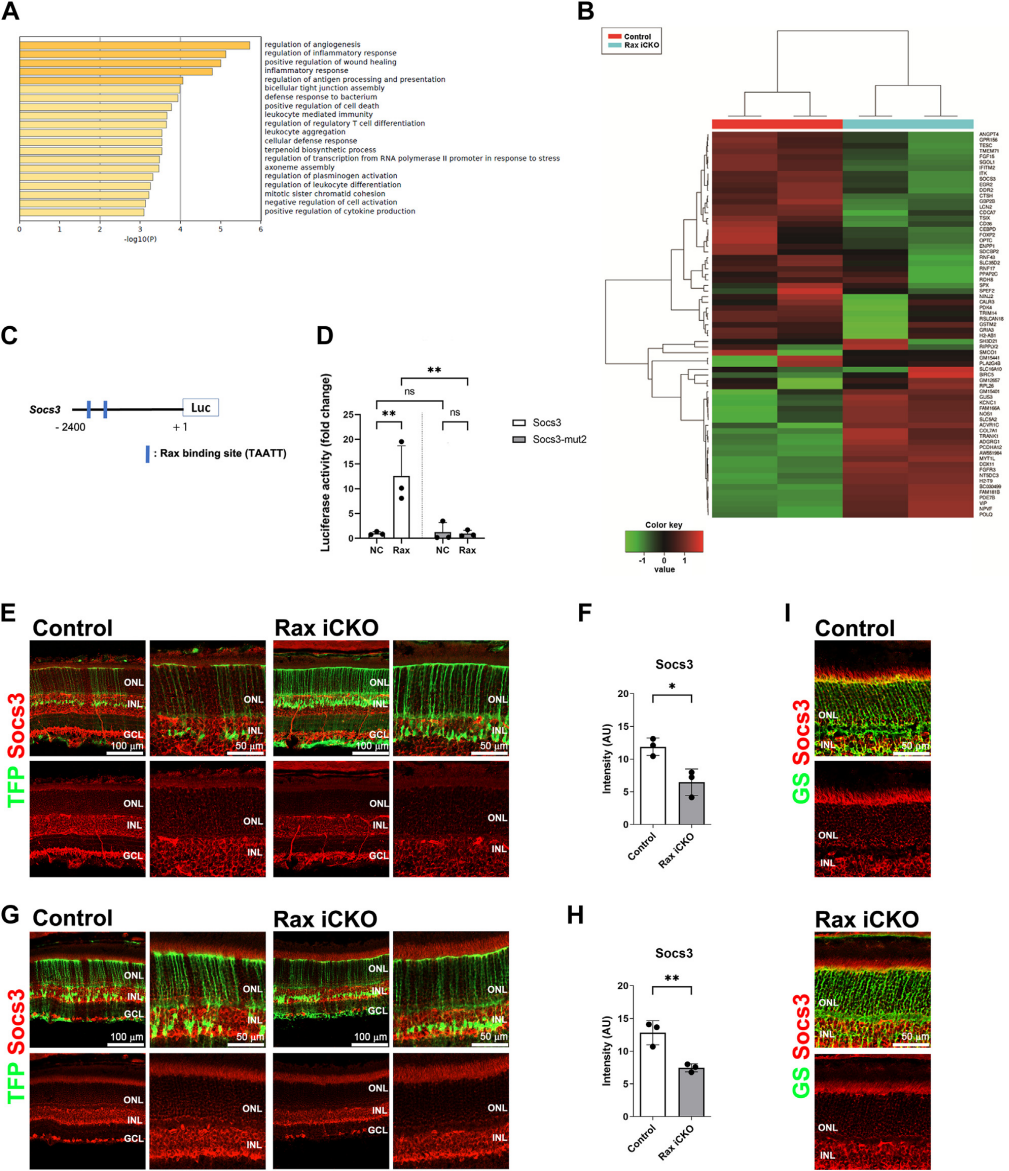
**Downregulation of *Socs3* in Müller glial cells of the *Rax* iCKO retina.***A* and *B*, RNA-seq analysis was performed in Müller glial cells of the *Rax* iCKO and control retinas (P4→P14). Müller glial cells were sorted by FACS using mTFP signals. *A*, Gene ontology (GO) enrichment analysis. The top 20 most significantly enriched biological processes determined by GO enrichment analysis for the upregulated genes (fold change >2) are shown. *B*, heatmaps of log-fold change comparisons with two biological replicates showing the 69 genes differentially expressed (average fold change >2 or < −2; *p* < 0.05, Student’s *t* test) in mTFP-positive cells from the *Rax* iCKO and control (P4→P14) retinas. The *color key* shows the log units. *C* and *D*, luciferase (Luc) reporter assay using mouse *Socs3* promoter-luciferase constructs. *C*, schematic representation of *Socs3*-promoter-luciferase constructs. The *Socs3* promoter has two predicted *Rax*-binding sites (5′-TAATT-3′). The luciferase assay promoter constructs harboring mutations in all the predicted *Rax*-binding sites (*Socs3*-mut2) were also generated. *D*, NIH 3T3 cells were cotransfected with 0.5 μg of the mouse *Socs3* promoter (positions −2400 to +1)-luciferase construct together with 0.4 μg *Rax* expression plasmids. Luciferase activity was corrected for transfection efficiency using a β-galactosidase internal control (0.1 μg) and is shown as the fold change, which was calculated as the ratio of the value for the reporter plasmid with a *Rax* expression plasmid to the value for that with an empty vector. Data are presented as mean ± SD. n = 3 experiments. ∗∗*p* < 0.01, ns, not significant (two-way ANOVA with Sidak’s multiple comparisons test). *E*, immunohistochemical analysis of retinas from *Rax* iCKO and control mice (P4→P14). Sections were immunostained with an anti-Socs3 antibody. Higher magnification images of the *left panels* are shown in the *right panels*. *F*, the intensity of Socs3 signals in the ONL of the *Rax* iCKO and control mice retinas (P4→P14). ∗*p* < 0.05 (Student’s *t* test). n = 3 mice per group. *G*, immunohistochemical analysis of retinas from 2 M *Rax* iCKO and control mice, in which tamoxifen was injected at P4. Sections were immunostained with an anti-Socs3 antibody. Higher magnification images of the *left panels* are shown in the *right panels*. *H*, the intensity of Socs3 signals in the ONL of the *Rax* iCKO and control mice retinas (P4→2 M). ∗∗*p* < 0.01 (Student’s *t* test). n = 3 mice per group. *I*, immunohistochemical analysis of retinas from 2 M *Rax* iCKO and control mice, in which tamoxifen was injected at P4. Sections were immunostained using an anti-GS (a marker of Müller glial cells) (*G*) antibody. GCL, ganglion cell layer; GS, glutamine synthetase; INL, inner nuclear layer; ONL, outer nuclear layer; Rax iCKO, *Rax* tamoxifen–induced conditional KO; Socs3, suppressor of cytokine signaling 3.

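Of the 69 gene names of the heat map, 68 could be read from the figure, and all 68 are in the files. The figure showed 37 of them lower and 22 higher in *Rax* iCKO, with the direction unclear for 9. In the files, 58 of the 59 genes with a clear direction changed in the direction shown. The exception was *H2-T9*, which the figure shows higher and whose FPKM was 2.34e-04 and 0.167 in *Rax* iCKO and 0.895 and 1.27 in control. H2-T genes are close paralogs, and Cufflinks could split their reads. Of the 9 unclear genes, 8 were lower and 1 was higher. The rule of the legend, on FPKM as deposited, was met by 48 of the 68 genes, with *H2-T9* among them in the direction opposite to the figure. The other 20 changed more than 2-fold with a p of at least 0.05. *Npvf*, which encodes a neuropeptide precursor, was among these 20. It lies on chromosome 6 of GRCm38 from 50650672 to 50654439, and its FPKM was 67.8 and 230.0 in *Rax* iCKO mice 7983 and 3914, 0.590 in control mouse 3911, and listed at 0 in control mouse 7984 (log2 fold change 6.64, adjusted p = 0.0606 from limma). Its limma adjusted p was 0.0491 after quantile normalization and 0.0325 with equal medians. *Fgfr3* was at 2.68 and 2.16 in *Rax* iCKO and at 0.125 and 0 in control. *Ctsh* fell from 149 ± 5.14 (SD, n = 2) in control to 50.8 ± 1.22 (SD, n = 2) in *Rax* iCKO. The mean FPKM was under 1 for 44 of the 68 genes, so limma tested 24. After adjustment over the list alone 16 of these 24 had a p under 0.05, and 0 did over all genes. The first count is not independent evidence because the study picked the genes on these libraries. The second is for the fit without a block, and some of the 24 passed with the run of mouse numbers as a block, as the closing section lists. For 23 genes the whole-read steps fit at most 20 reads in every library. The smallest read numbers that fit were 0 and 0 in *Rax* iCKO and 11 and 7 in control for *Lcn2*, 1 and 1 against 13 and 10 for *Trim14*, and 5 and 6 against 0 and 0 for *Vip*.

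**Figure D2:**
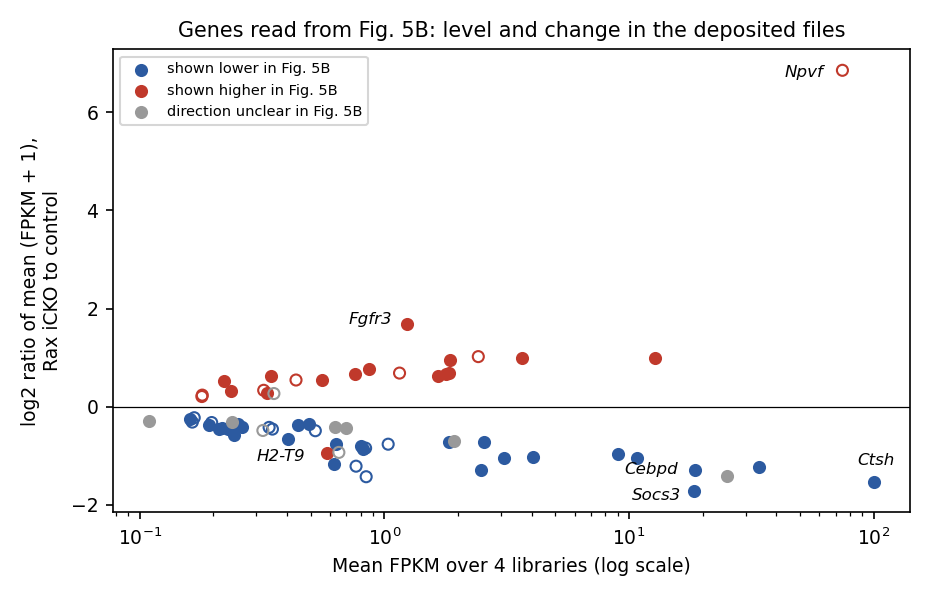
Level and change of the 68 genes read from Fig. 5B. The horizontal axis is the mean FPKM over 4 libraries on a log scale, and the vertical axis is the log2 ratio of mean (FPKM + 1) in *Rax* iCKO to control. Blue, red and grey mark genes shown lower, higher or unclear, and filled points met the rule of the legend. Of these genes, 44 lie under a mean FPKM of 1.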

To test whether Rax can transactivate *Socs3* gene, we performed a luciferase assay using the mouse *Socs3* promoter (positions −2400 to +1), which contains two predicted binding sites for Rax (Fig. 5*C*). We examined the effect of Rax expression on promoter activity in transient transfection experiments using NIH 3T3 cells. We observed that Rax transactivated the mouse *Socs3* promoter (Fig. 5*D*). To examine whether transactivation of the *Socs3* promoter by Rax depends on the predicted Rax-binding sites, we changed the predicted Rax-binding site sequence from 5′-TAATT-3′ to 5′-TGGTT-3’ (in *Socs3-mut2*) as previously described (57). When we used *Socs3-mut2* as the promoter, Rax did not transactivate the promoter (Fig. 5*D*). These results suggest that Rax directly transactivates *Socs3*.

To analyze whether Socs3 expression is regulated by Rax in Müller glial cells *in vivo*, we immunostained retinal sections from *Rax* iCKO (P4→P14 and P4→2 M) mice with antibodies against Socs3 and GS. We observed that Socs3 signals overlap with Müller glial cell processes spanning the ONL recognized by mTFP and GS signals in the control retina, suggesting that Socs3 is expressed in Mϋller glial cells (Fig. 5, *E*, *G* and *I*). We found that these Socs3 signals decreased in the *Rax* iCKO (P4→P14 and P4→2 M) retinas compared with those in the control retina (Fig. 5, *E*–*H*). These results imply that Rax may directly transactivate *Socs3* in Müller glial cells *in vivo*.

## Discussion

In the present study, we investigated the *Rax* function in Müller glial cells in the mouse retina. We deleted *Rax* in Müller glial cells and found an increased GFAP signal, a histological characteristic of reactive gliosis, in *Rax* iCKO retinas. We observed further increased GFAP signals in the *Rax* iCKO retina compared with those in the control retina following retinal injury using two different methods: light-induced damage and NMDA-induced damage. In addition, we performed RNA-seq of mTFP-positive cells isolated from *Rax* iCKO mice and investigated changes in gene expression. We found that the expression of *Socs3* was significantly reduced in Müller glial cells of the *Rax* iCKO retina compared with that of the control retina. Our reporter gene assay showed that Rax directly transactivates *Socs3*, suggesting that the Rax–Socs3 axis plays an important role in maintaining homeostasis of Müller glial cells in the postnatal mouse retina.

We have previously reported that the homeobox-containing gene *Rax* is expressed at the embryonic stage and is responsible for optic vesicle formation, retinal cell proliferation, retinal cell fate determination, and photoreceptor maturation and maintenance (22, 24, 25, 35, 36). To further investigate the *Rax* function in retinal development, we performed retroviral lineage analysis using a murine replication-incompetent retrovirus LIA that only infects progenitor cells (Fig. 1). LIA-Cre-infected *Rax*^*flox/flox*^ mouse retinas, which were deficient for *Rax* in progenitor cells, showed a significant increase in the percentage of rod photoreceptors and amacrine cells and a significant reduction in the percentage of bipolar and Müller glial cells (Fig. 1*B*). In contrast, LIA-Rax-infected WT mouse retinas, in which *Rax* was overexpressed in progenitor cells, exhibited a significant decrease in the percentage of rod photoreceptors and a significant increase in the percentage of bipolar and Müller glial cells (Fig. 1*F*). Most rod photoreceptors and some amacrine cells differentiate early in the postnatal period, while bipolar and Müller glial cells differentiate late in the postnatal period (58, 59). The increase in the percentage of rod photoreceptors and amacrine cells and the decrease in the percentage of late-born retinal cell types, bipolar, and Müller glial cells in the LIA-Cre-infected (*Rax*-deficient) retina are considered to be due to the loss of pluripotency and precocious differentiation of progenitor cells. Notably, the percentage of bipolar and Müller glial cells significantly increased, whereas the percentage of rod photoreceptors significantly decreased in LIA-Rax-infected (Rax-overexpressing) retinas. These results suggest that Rax is required for maintaining proper cell differentiation competency of progenitor cells, which generate late-born retinal cell types, including Müller glial cells, in the postnatal mouse retina. We speculate that as *Rax* expression gradually declines in progenitor cells after birth, progenitor cells that retain relatively high levels of Rax are inclined to differentiate into Müller glial cells. This may be consistent with the report that Müller glial cells exhibit a gene expression profile similar to that of progenitor cells (37, 38, 39). Although human *RAX* mutations are associated with anophthalmia, microphthalmia, coloboma, and sclerocornea (29, 60), the mechanisms by which these mutations cause human diseases are poorly understood. Future retroviral lineage analysis by overexpression of the human *RAX* gene harboring these mutations would contribute to the understanding of the underlying pathological mechanisms. The results of our lineage analysis were consistent with those of our previous report, showing that Rax transduction leads to gliogenesis. In contrast, a previous report demonstrated that Rax overexpression using electroporation induces photoreceptor generation and suppresses gliogenesis (61). This phenotypic difference may reflect the amount of transduced *Rax* due to differences in the methods used.

We previously reported that the Rax localization gradually shifts to Müller glial cells from photoreceptor cells after postnatal photoreceptor differentiation and maturation in the mouse retina (36). To investigate the *in vivo* function of *Rax* in Müller glial cells from postnatal development to mature stages, we treated *Rax*^*flox/flox*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice with tamoxifen at P4 and harvested the retinas at P14 and 1 M (P4→P14 and P4→1 M) (Fig. 2, *B* and *H*). We observed increased GFAP signals, a histological characteristic of reactive Müller cell gliosis, in mTFP-positive cells of *Rax* iCKO (P4→P14 and P4→1 M) retinas (Fig. 2, *E*, *F*, *I* and *J*). Next, to investigate whether the increase in GFAP signals in Müller glial cells of the *Rax* iCKO retina is influenced by the timing of tamoxifen administration, we injected tamoxifen into the mice at 1 M and harvested the retina from them at 2 M (1 M→2 M) (Fig. S4*A*). In contrast to the observations in the *Rax* iCKO (P4→P14 and P4→1 M) retina, we did not observe a substantial increase in GFAP signals in the mTFP-positive cells of the *Rax* iCKO (1 M→2 M) retina (Fig. S4*B*). We also injected tamoxifen into the mice at P9 and P12 and harvested the retinas at 1 M (P9 or P12→1 M) (Fig. S4*M*). We did not observe an increase in GFAP signals in the mTFP-positive cells of the *Rax* iCKO (P9 or P12→1 M) retinas (Fig. S4*N*). Given that retinogenesis is completed around P7 (47, 48, 49), these results suggest that the *Rax* deficiency in differentiating Müller glial cells induces reactive gliosis in the retina.

Considering the observation of increased GFAP signal, a histological characteristic of reactive gliosis, in the *Rax* iCKO retina, whose ability to control inflammation is predicted to be decreased, we next examined the effects of light-induced damage and NMDA-induced damage to *Rax* iCKO retinas (Figs. 3 and 4). We observed enhanced GFAP signals in the *Rax* iCKO retina compared with those in the control retina of both retinal damage models (Figs. 3, *B* and *C*, and 4, *B* and *C*). These results suggest that *Rax* in Müller glial cells confers resistance to retinal inflammation. In the present study, increased GFAP signals in the retina, induced by postnatal *Rax* deficiency, were observed up to 2 M, with no accompanying functional or structural changes under normal and stress conditions (Figs. S2, *B–H*, S3, 3 and 4). However, we cannot rule out the possibility that functional or structural changes may occur in later periods because of the prolonged inflammatory state caused by *Rax* deficiency in Müller glial cells. In addition, it is possible that we could not detect these changes in the *Rax* iCKO retina due to limitations of the methods and/or *Rax* deletion in not all Müller glial cells. Future studies utilizing other histological and electrophysiological analyses in combination with behavioral analyses may reveal retinal changes resulting from *Rax* deficiency in Müller glial cells.

In FACS-purified mTFP-positive cells deficient in *Rax*, we detected changes in the expression of various genes by RNA-seq analysis (Fig. 5, *A* and *B*). GO enrichment analysis indicated that the genes upregulated by *Rax* depletion were associated with several biological processes related to inflammation (Fig. 5*A*). Among the downregulated genes, we focused on *Socs3*, since a previous immunohistochemical analysis showed that the *Socs3* deletion in retinal cells, including Müller glial cells, increased GFAP signals in Müller glial cells under stress (Fig. 5*B*) (56). The Socs3 protein can bind to and inhibit the activity of JAKs and can selectively inhibit interleukin-6 (IL-6) signaling by binding to the IL-6 receptor gp130 (62, 63, 64). IL-6 signaling *via* the gp130 receptor causes tissue dysfunction in various organs including the retina (65, 66). Socs3 is expressed in the adult retina, and its expression is most prominent in photoreceptor cells and Müller glial cells under the condition of LPS-induced inflammation (67). The predicted Rax-binding sequence, 5′-TAATT-3′, is present at two locations on −2.4 kb upstream of the transcription initiation site of *Socs3* (Fig. 5*C*) and, in fact, we observed that Rax transactivates the mouse *Socs3* promoter (Fig. 5*D*). We immunostained the *Rax* iCKO (P4→P14 and P4→2 M) retinas and found that Socs3 signals overlapped with Müller glial cell processes in the ONL decrease in the *Rax* iCKO (P4→P14 and P4→2 M) retinas compared with those in the control retina (Fig. 5, *E*–*I*). Notably, it was previously reported that the activated JAK/STAT pathway can upregulate GFAP expression *via* direct binding of phosphorylated STAT3 dimers to the *Gfap* promoter in Müller glial cells (68). Conclusively, our results imply that Rax may suppress GFAP expression by directly transactivating *Socs3* in Müller glial cells *in vivo*. There are previous reports showing that mice lacking *Socs3* in the retina showed delayed photoreceptor differentiation (69, 70). We have previously reported that Rax plays an essential role in photoreceptor maturation and maintenance (36). Considering the current observations in Müller glial cells, the mechanism of the Rax-Socs3 axis may be conserved in developing and mature photoreceptors. However, we cannot exclude the possibility that other factor(s) are involved in the increased expression of GFAP in Müller glial cells in the *Rax* iCKO retina. 

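*Cebpd*, which encodes CCAAT/enhancer-binding protein delta, lies on the plus strand of chromosome 16 of GRCm38 from 15887286 to 15891031. Its FPKM was 23.2 and 30.6 in control mice 7984 and 3911, and 11.0 and 9.80 in *Rax* iCKO mice 7983 and 3914. The means were 26.9 ± 5.28 (SD, n = 2) in control and 10.4 ± 0.818 (SD, n = 2) in *Rax* iCKO, a ratio of 0.386. Both *Rax* iCKO libraries lay below both controls (exact permutation test, two-sided, p = 0.333). The log2 fold change was -1.28 (standard error 0.24), with a limma p adjusted over all genes of 1.00, and it ran from -1.48 to -1.09 without 1 mouse at a time. The FPKM of *Cebpb*, which encodes CCAAT/enhancer-binding protein beta, was 5.31 and 4.09 in control and 3.62 and 1.06 in *Rax* iCKO (log2 fold change -0.88, standard error 0.43, adjusted p = 1.00 from limma). For *Cebpb* the log2 fold change was -0.29 without *Rax* iCKO mouse 3914 and -1.46 without *Rax* iCKO mouse 7983.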

In our RNA sequencing analysis, we noticed that *CCAAT/enhancer-binding* *protein delta* (*Cebpd*) is also downregulated in Müller glial cells from the *Rax* iCKO retina (Fig. 5*B*). *Cebpd* is the gene that encodes one of the CEBPs family of proteins, whose functions are known as transcription factors in cellular differentiation (71, 72, 73), metabolism (74) and immune responses (75). Among the CEBPs family members, CCAAT/Cebp beta has been reported to transactivate *Socs3* (76). Given that the predicted DNA-binding sequences in the CEBPs family are almost the same (77, 78) and that Cebpd and Cebp beta can bind to the same DNA site (75, 79), these previous reports suggest that Rax transactivates *Socs3* but also *Cebpd* to suppress reactive Müller cell gliosis. Further studies are needed to elucidate the molecular mechanisms underlying Rax-mediated suppression of GFAP expression in Müller glial cells.

In *Rax* iCKO (P4→P14, P4→1 M, and P4→2 M) retinas, GFAP signals, a marker of reactive gliosis, were found to be upregulated (Figs. 2, *E*, *F*, *I*, and *J*, 3, *B* and *C* and 4, *B* and *C*). Reactive gliosis is induced by various types of physical and chemical damages. Severe and prolonged reactive gliosis is usually associated with reduced neuronal viability (80). Reactive gliosis is associated with several retinal diseases, including photic damage, retinal trauma, ischemia, retinal detachment, glaucoma, diabetic retinopathy, and age-related macular degeneration (81, 82). All of these retinal diseases have been reported to display increased GFAP protein levels in Müller glial cells (83, 84, 85, 86, 87, 88, 89). The increased expression of GFAP and downregulation of Socs3 observed in *Rax* iCKO mice together with the luciferase assay results suggest that the Rax homeoprotein is involved in the pathogenesis and progression of these retinal diseases to suppress inflammation in Müller glial cells by directly transactivating *Socs3*. It was previously reported that Lhx2 in Müller glial cells protects the retina from retinal inflammation (90).Whether and how Lhx2 and Socs3 are related remains to be clarified. Previous ChIP analysis of the developing mouse retina showed that Lhx2 binds to the *Rax* promoter at P2 and P8, suggesting that Rax is downstream of Lhx2 in Müller glial cells (46). Here, we propose a functional role for the *Rax*-*Socs3* axis in suppressing retinal inflammation. Further studies are needed to advance our understanding of the protective mechanisms against retinal inflammation in Müller glial cells.

## Experimental procedures

### Animal care

All the procedures conformed to the ARVO statement for the Use of Animals in Ophthalmic and Vision Research. These procedures were approved by the Institutional Safety Committee on Recombinant DNA Experiments (approval ID 04913) and Animal Experimental Committees of the Institute for Protein Research (approval ID R04-02-0) at Osaka University and were performed in compliance with the institutional guidelines. Mice were housed in a temperature-controlled room at 22 °C with a 12 h light/dark cycle. Freshwater and rodent diets were always available. All animal experiments were performed with mice of either sex.

### Plasmid constructs

We subcloned a 2.4-kb upstream genomic fragment of the mouse *Socs3* gene (bp −2400 to +1) into the pGL3-Basic vector (Promega) to generate the pGL3b-mouse Socs3-luc reporter plasmid. Mutations in the predicted *Rax*-binding sites (5′-TAATT-3′) (35, 57) of the mouse Socs3 promoter were introduced by PCR with mutated PCR primers. The resulting construct was named pGL3b-mouse Socs3-mut2-luc. The construction of the *Rax* expression vector (pME18S-Rax) has been previously described (36). We constructed LIA-Rax and LIA-Cre vectors by inserting a mouse *Rax* complementary DNA (cDNA) fragment or *Cre* fragment into the pLIA vector.

### Cell composition analysis using retrovirus

*In vivo* infection was carried out by injection of the retrovirus into P0 mouse retinas. The infected retinas were harvested at P28, fixed, and stained for AP. The procedures for sectioning and counting infected clones were performed as described previously (91). Cell types are determined by the characteristic morphology and location of terminally differentiated cells (1, 42). More than 600 clones from at least three retinas were counted for each virus.

### Generation of *Rax*^*flox/flox*^; *Rlbp1-CreERT2* mice

*β-gal* in the *pβ-gal-Basic* vector (Clontech) was replaced with the *CreERT2* fragment, which was excised from *pCre-ERT2* (92). The ∼3.1 kb promoter fragment of the *Rlbp1* gene (44) was inserted upstream of *CreERT2* and the insulator-insulator fragment, which was excised from *pJC13-1* (93), was inserted downstream of *CreERT2* to generate a *pRlbp1-CreERT2-Basic* vector. The *Rlbp1-CreERT2-insulator-insulator* fragment was injected into the pronuclei of fertilized single-cell eggs of B6C3F1 mice. *Rlbp1-CreERT2* mice were backcrossed with 129 Sv/Ev mice to generate homozygous variants encoding Leu450 in *Rpe65* (94). To observe Cre recombinase activity induced by tamoxifen injection in *Rlbp1-CreERT2* transgenic mice, we crossed them with *R26-CAG-LoxP-mTFP1* reporter strain (#RBRC05147, RIKEN BRC) (45) which was also backcrossed with 129 Sv/Ev mice. *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice were treated with tamoxifen to analyze mTFP1 expression. *Rax*^*flox/flox*^ mice (129 Sv/Ev background) were generated as described in our previous study (35). *Rax*^*flox/flox*^ mice were mated with *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice.

### Tamoxifen treatment

Tamoxifen (Sigma) was dissolved in sunflower seed oil (Sigma) to a concentration of 10 mg/ml and injected 0.2 mg or 0.4 mg of it intraperitoneally into mice at postnatal day 4 (P4), P9, P12, or 1 month of age (1 M).

### Cell dissociation and FACS

Whole retinas were dissociated into cell suspensions by incubation with papain (9 U/sample) (Nacalai Tesque) for 15 min at 37 °C. The reaction was stopped by the addition of Dulbecco's Modified Eagle's Medium (DMEM) (Sigma) containing 10% fetal bovine serum. Suspended cells were incubated with DNase I at 37 °C for 5 min. Cells were pelleted by centrifugation, resuspended in 1 ml DMEM, and immediately FACS-sorted. TFP-positive and TFP-negative cells were sorted using a BD FACSAriaIIu flow cytometer (BD Biosciences) with a 488 nm laser and FITC fluorescence filter. Cells were collected for postsorting FACS analysis. For RNA-seq or RT-PCR, TFP-positive cells were collected separately from the FACS sheath fluid and RNA was immediately extracted.

### RT-PCR analyses

RT-PCR analyses were performed as previously described (95). Total RNAs were extracted using TRIzol LS (Ambion) from Müller glial cells purified by FACS from control and *Rax* iCKO retinas treated with tamoxifen (P4→P14). Total RNA (30 ng) was reverse-transcribed into cDNA with random hexamers using PrimeScript II reagent (TaKaRa). The cDNAs were used for PCR with rTaq polymerase (TaKaRa). Primer sequences used for amplification were as follows: Rax, F, 5′-ACTCGAAGCTGT CGGAGGAGGAACCTC-3′ and R, 5′-ACTTCCAGTTTCTCCTGGCGCCTCCAC-3′; β-actin, F, 5′-CGTGCGTGACATCAAAGAGAA-3′, and R, 5′-TGGATGCCACAGGAT TCCAT-3′.

### Immunofluorescent analysis of retinal sections

Immunohistochemical analysis of retinal sections was performed as previously described (96). Mouse eyes or eye cups were fixed with 4% paraformaldehyde in PBS for 5 or 30 min at room temperature. The samples were rinsed in PBS, followed by cryoprotection using 30% sucrose in PBS overnight at 4 °C, embedded in TissueTek optimal cutting temperature compound 4583 (Sakura), frozen, and sectioned. Frozen 20 μm sections on slides were dried for more than 3 h at room temperature, rehydrated in PBS for 5 min, incubated with blocking buffer (5% normal donkey serum and 0.1% Triton X-100 in PBS) for 1 h, and then incubated with primary antibodies for 4 h at room temperature or overnight at 4 °C. Slides were washed with PBS three times for 5 min each and incubated with fluorescent dye-conjugated secondary antibodies and 4',6-diamidino-2-phenylindole (1:1000, Nacalai Tesque) for 2 h at room temperature while shielded from light. After washing three times with PBS, the sections were coverslipped with Gelvatol. The specimens were observed under a laser confocal microscope (LSM700 or 900, Carl Zeiss). The primary antibodies used in this study were guinea pig anti-Rax (1:500) (36), goat anti-Lhx2 (1:1000, Santa Cruz, sc-19342), rabbit anti-Rhodopsin (1:2,000, LSL, LB-5597), goat anti-S-opsin (1:100, Santa Cruz, sc-14363), rabbit anti-M-opsin (1:500, Millipore, AB5405), rabbit anti-Chx10 (1:500) (97), mouse anti-Pax6 (1:250, DSHB), rabbit anti-Sox9 (1:500, Millipore, AB5535), rabbit anti-Calbindin (1:1000, Calbiochem, PC253L), mouse anti-S100β (1:2,500, Sigma, S-2532), guinea pig anti-Rbpms (1:1000, Millipore, ABN1376), mouse anti-GFAP (1:500, Sigma, G3893), mouse anti-Socs3 (1:100, Abcam, SO1) (98, 99), rabbit anti-Vimentin (1:500, Abcam EPR3776), and rabbit anti-GS (1:500, Sigma, G2781). Cy3-conjugated (1:500, Jackson ImmunoResearch Laboratories), Alexa Fluor 488–conjugated (1:500, Sigma), and DyLight 649–conjugated (1:500, Jackson) secondary antibodies were used. Immunofluorescence signal intensities were measured and quantified using the National Institutes of Health (NIH) ImageJ software (https://imagej.nih.gov/ij/index.html) under the blinded condition for mouse genotypes.

### ERG recordings

ERGs were recorded as previously described (100). Briefly, mice were dark-adapted overnight and then anesthetized with an intraperitoneal injection of 100 mg/kg ketamine and 10 mg/kg xylazine diluted in saline (Otsuka). The pupils were dilated using topical 0.5% tropicamide and 0.5% phenylephrine HCl. The ERG responses were measured using a PuREC system with light-emitting diode (LED) electrodes (Mayo Corporation). Mice were placed on a heating pad and stimulated with an LED flash. Four levels of stimulus intensities ranging from −4.0 to 1.0 log cd s m^−2^ were used for the scotopic ERGs. After the mice were light-adapted for 10 min, the photopic ERGs were recorded on a rod-suppressing white background of 1.3 log cd s m^-2^. Four levels of stimulus intensities ranging from −0.5 to 1.0 log cd s m^−2^ were used for the photopic ERGs. Eight responses at −4.0 log cd s m^−2^ and four responses at −3.0 log cd s m^−2^ were averaged for the scotopic recordings. Sixteen responses were averaged for the photopic recordings.

### Exposure to LED light

The exposure of mice to LED light was repeated for 6 days, as described previously (101). After dark adaptation for 24 h (day 1) or 12 h (from day 2), mouse pupils were dilated with 1% cyclopentolate hydrochloride eye drops (Santen Pharmaceuticals) 30 min before exposure to LED light (∼450 nm). Nonanesthetized mice were exposed to ∼9000 l× LED light for 3 h in a mirrored device separated individually by clear partitions for light reflection. The ambient temperature during light exposure was maintained at 25 °C ± 1.5 deg. C. After exposure to LED light, the mice were returned to their cages and housed under normal light conditions for 9 h before the next dark adaptation. After the last exposure to LED light, the mice were returned to their cages and housed in a normal 12 h dark/light cycle. Retinal dissection was performed on day 7. *Rax*^*flox/flox*^ or *Rax*^*flox/+*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice were backcrossed with 129 Sv/Ev mice to generate *Rax*^*flox/flox*^ and *Rax*^*flox/+*^; *Rlbp1-CreERT2*; *R26-CAG-LoxP-mTFP1* mice homozygous for the variant encoding Leu450 in *Rpe65*, which were used for the experiment (94).

### NMDA treatment

NMDA (Nacalai Tesque) was dissolved in saline to a concentration of 10 mM and 2 μl of NMDA solution was injected intravitreally into mice at 1 month of age (1 M).

### RNA-seq and data analysis

RNA-seq analysis was performed as previously described (102) with some modifications. Müller glial RNAs from control and *Rax* iCKO mice (P4→P14) were sorted by FACS using mTFP signals and isolated using TRIzol LS RNA extraction reagent (Invitrogen). Sequencing was performed on an Illumina NovaSeq 6000 platform in 101-base single-end mode. Raw reads were mapped to mouse reference genome sequences (mm10) using TopHat ver. 2.0.13, in combination with Bowtie2 ver. 2.3.5.1 and SAMtools ver. 1.11. The number of fragments per kilobase of exon per million mapped fragments was calculated using Cufflinks ver. 2.2.1. Heatmap visualization was conducted using the iDEP web tools (103) with default parameters. GO analysis was performed using the web tool Metascape (104). The *Rax* gene was excluded from the GO analyses.

### Cell culture and transfection

NIH 3T3 cells (JCRB Cell Bank) were cultured in DMEM (Sigma) containing 10% calf serum supplemented with penicillin (100 μg/ml) and streptomycin (100 μg/ml) at 37 °C with 5% CO_2_. Transfection was performed with Lipofectamine 3000 (Invitrogen).

### Luciferase assay

The luciferase assay was performed as previously described (105). We transfected 0.5 μg of luciferase reporter plasmid DNAs (pGL3b-mouse Socs3-luc or pGL3b-mouse Socs3-mut2-luc) and 0.4 μg of mouse *Rax* expression vector DNAs (pME18S or pME18S-Rax) per well into NIH 3T3 cells in a 12-well plate using Lipofectamine 3000 (Invitrogen). A β-galactosidase expression vector (β-SV; Promega) was co-transfected to normalize the transfection efficiency. After transfection, cells were incubated for 48 h and lysed with reporter lysis buffer (Promega). Luciferase activity was measured using a firefly luciferase assay system (Promega), according to the manufacturer’s protocol. The luminescence signal was detected using the GloMax-Multi+ detection system (Promega).

### Statistical analysis

Data are represented as the mean ± SD. Statistical analysis was performed using the Student’s *t* test, two-way ANOVA with Sidak’s multiple comparisons test, or two-way repeated measures ANOVA, as indicated in the Figure legends. Differences were considered statistically significant at *p* < 0.05.

## Data availability

All sequencing data are available on GEO (GSE237650).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The Rax homeoprotein in Müller glial cells is required for homeostasis maintenance of the postnatal mouse retina
**Source:** J Biol Chem. 2023 Nov 15;299(12):105461. doi: 10.1016/j.jbc.2023.105461
**Supplement:** Supplemental Fig. S1–S4

**Supporting Information**

The Rax homeoprotein in Müller glial cells is required for homeostasis maintenance of the postnatal mouse retina

Takuya Yoshimoto^1,2,#^, Taro Chaya^1,#^, Leah R. Varner^1^, Makoto Ando^1^, Toshinori Tujii^1^, Daisuke Motooka^3^, Kazuhiro Kimura^2^, Takahisa Furukawa^1,*^

^#^These authors contributed equally to this work.

**Material included:**

Fig. S1: Generation of *Rlbp1-CreERT2* transgenic mice.

Fig. S2: RT-PCR and histological analysis of the *Rax* iCKO retina.

Fig. S3: ERG analysis of *Rax* iCKO mice.

Fig. S4: Phenotypic analysis of *Rax* iCKO mice in which tamoxifen was injected later than P4.

**Figure S1. Generation of *Rlbp1-CreERT2* transgenic mice.**

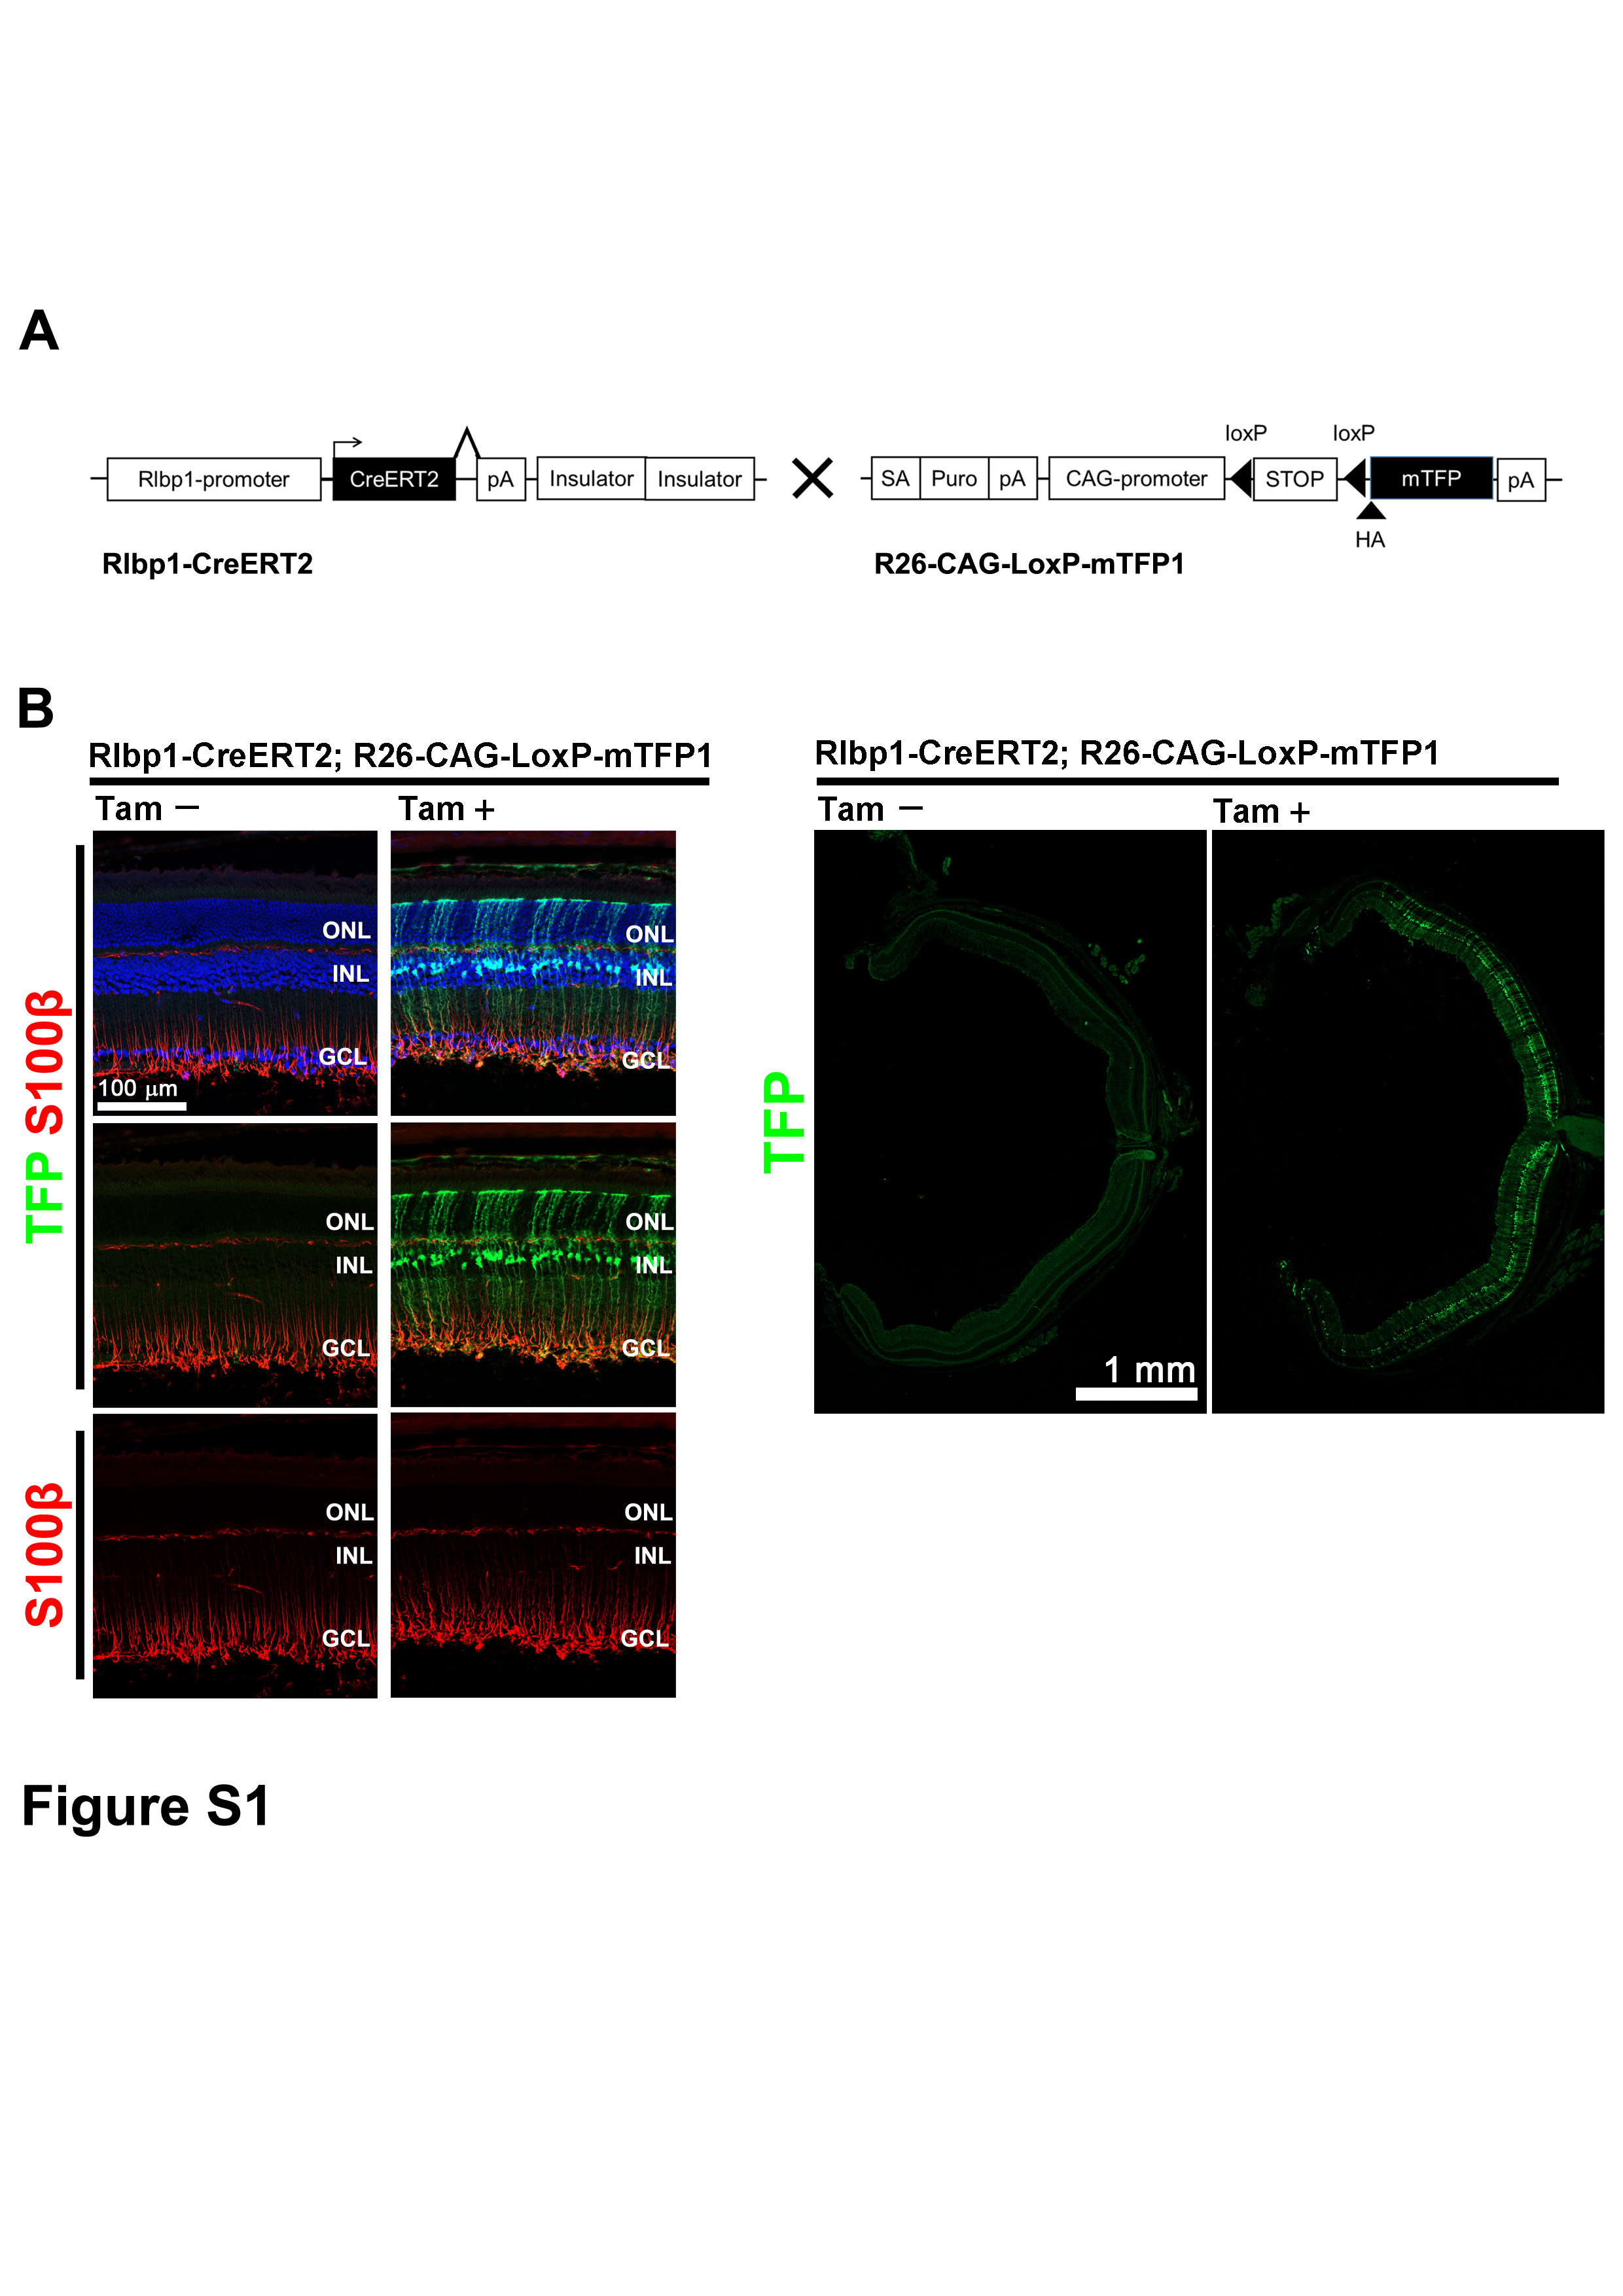

**(A)** Structure of Rlbp1 3.1kb-promoter-driven CreERT2 (Rlbp1-CreERT2) construct, and R26-CAG-LoxP-mTFP1 construct, in which the expression of Cre-mediated mTFP1 is induced under the control of the CAG promoter.

**(B)** Immunohistochemical analysis of retinas in Rlbp1-CreERT2; R26-CAG-LoxP- mTFP1 mice with or without tamoxifen injection. Sections were immunostained with an anti-S100β antibody (a Müller glial cell marker). Nuclei were stained with DAPI (blue).

ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer.

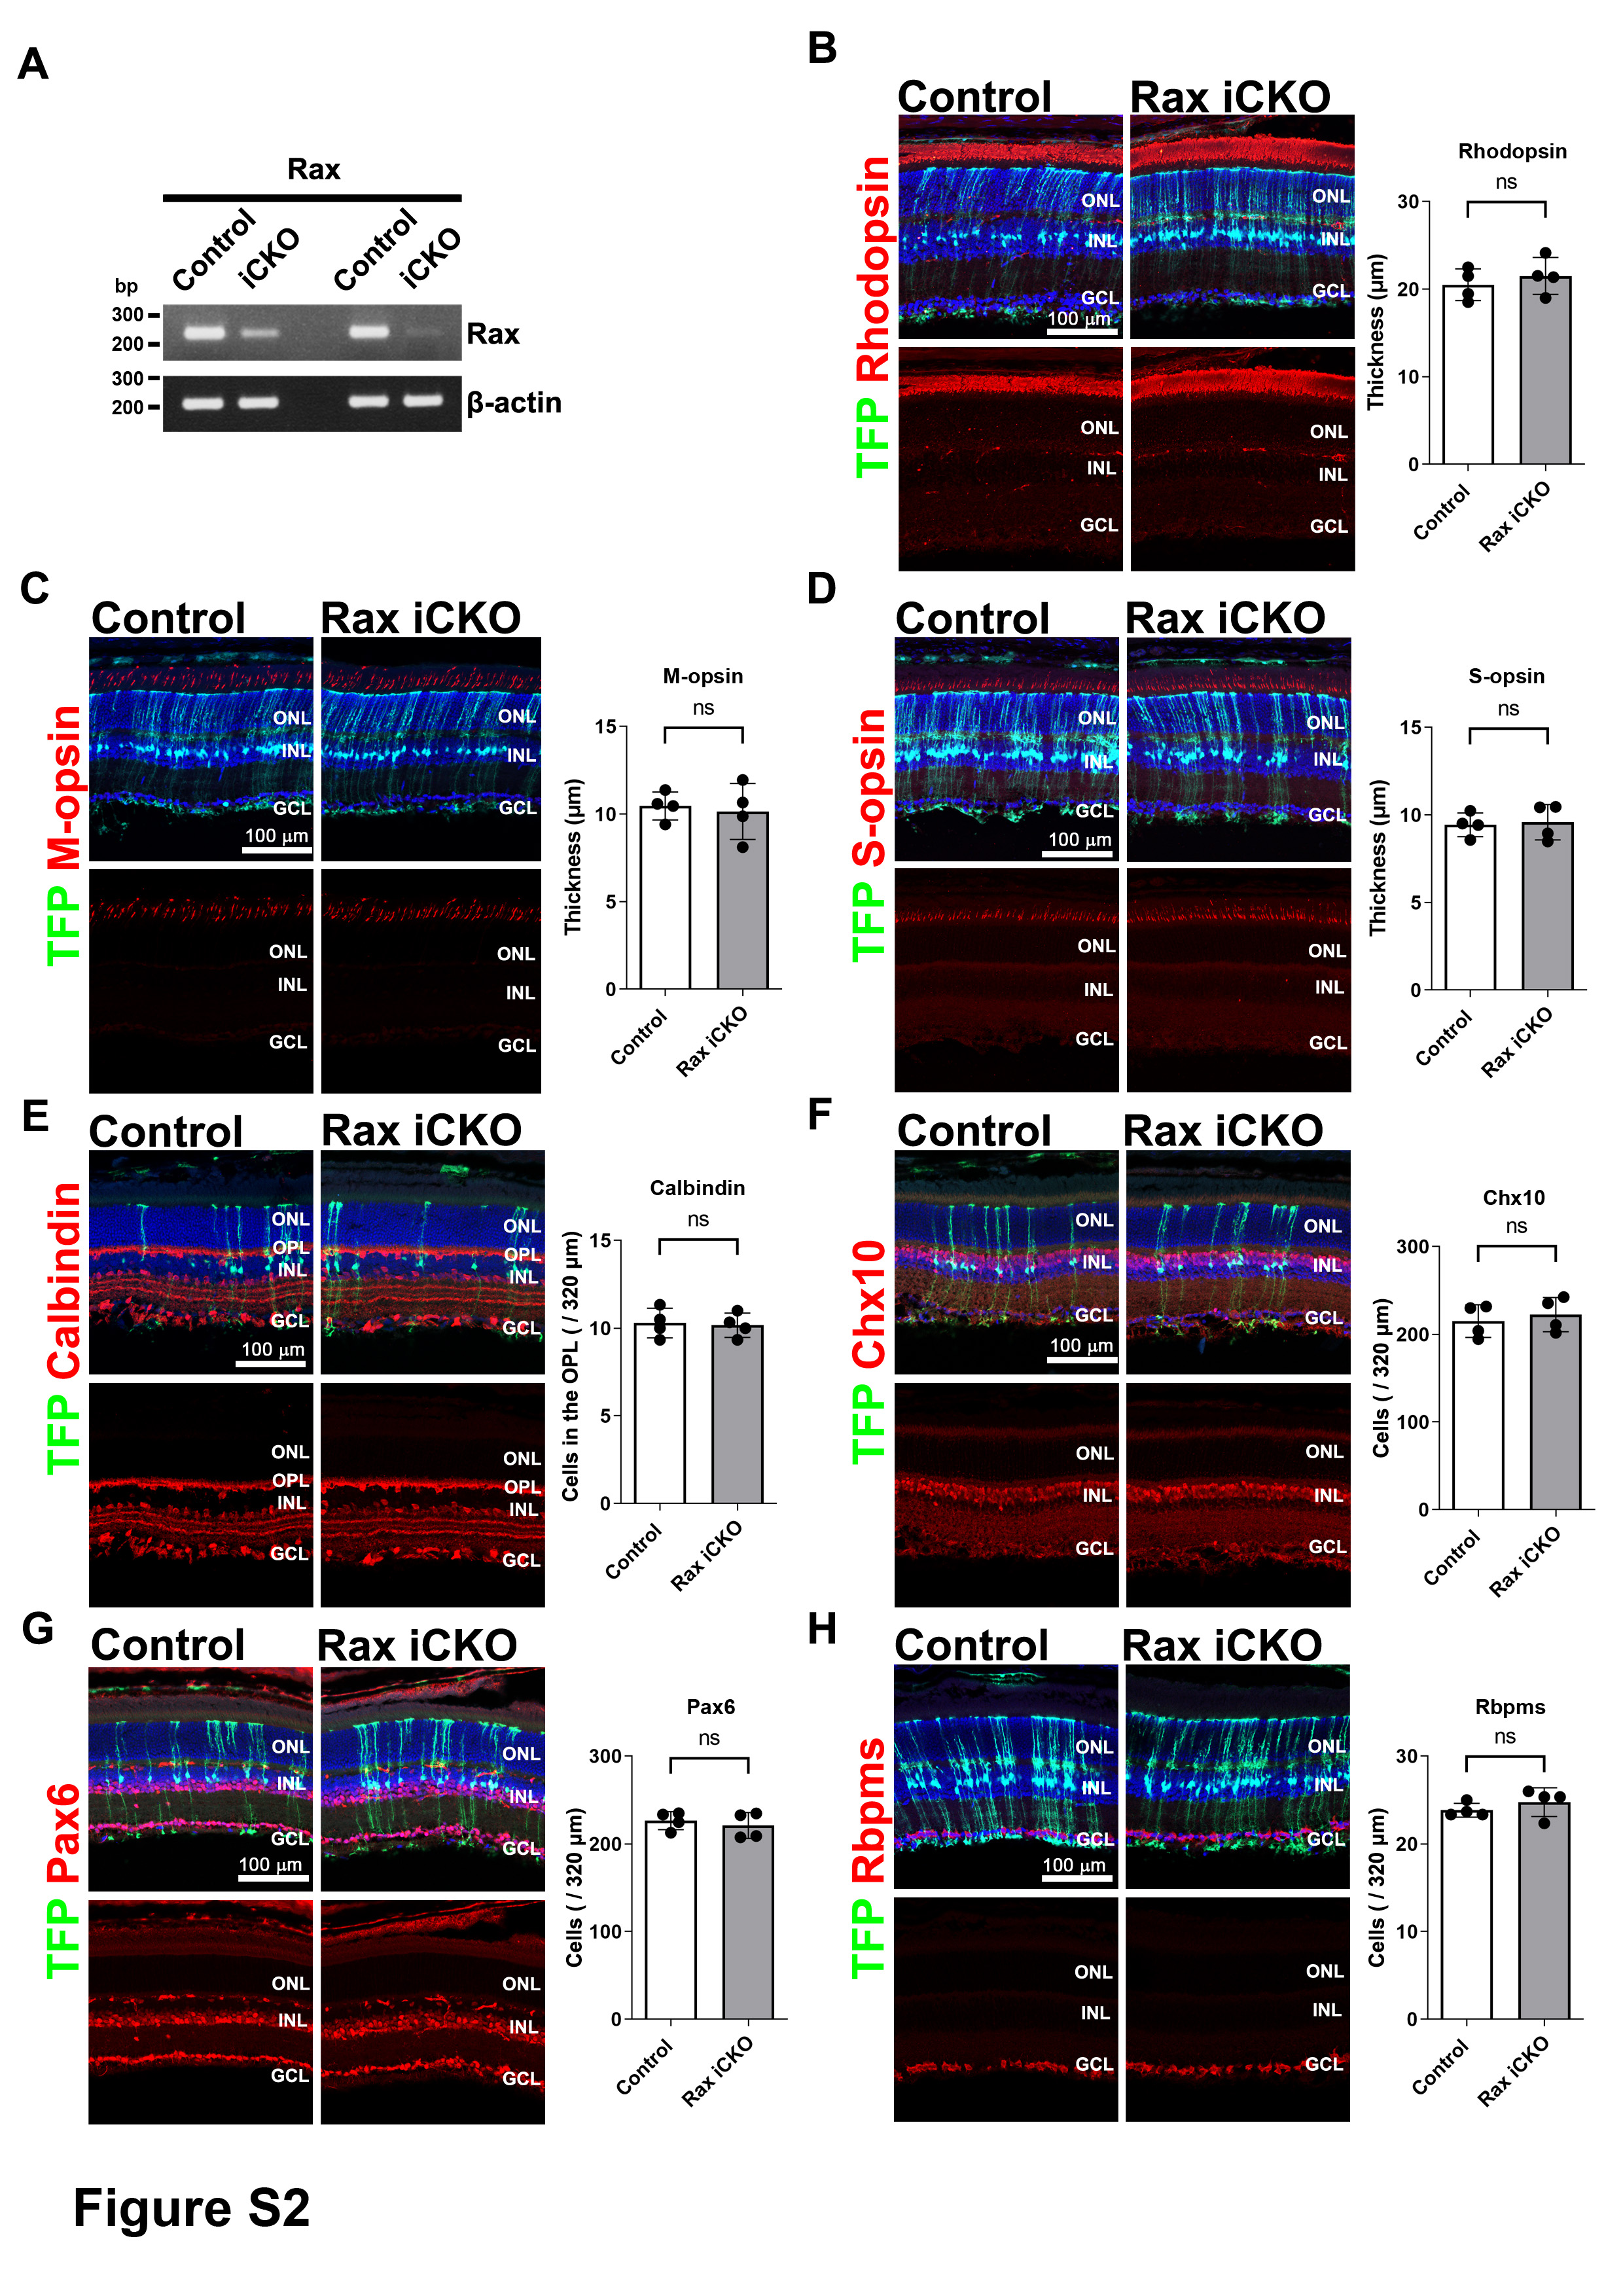

**Figure S2. RT-PCR and histological analysis of the *Rax* iCKO retina.**

**(A)** RT-PCR analysis of *Rax* transcripts in mTFP-positive cells sorted by FACS from the retinas of two additional pairs of control and *Rax* iCKO mice (P4→P14). *β-actin* was used as a loading control.

**(B-H)** Retinal sections from control and Rax iCKO mice (P4→1M) were immunostained with anti-Rhodopsin (a rod outer segment marker) (B), anti-M-opsin (an M-cone outer segment marker) (C), anti-S-opsin (an S-cone outer segment marker) (D), anti-Calbindin (a marker for horizontal cells and a part of amacrine cells) (E), anti-Chx10 (a bipolar cell marker) (F), anti-Pax6 (an amacrine and ganglion cell marker) (G), and anti-Rbpms (a ganglion cell marker) (H) antibodies. Nuclei were stained with DAPI (blue). The thickness of photoreceptor outer segments stained with antibodies against Rhodopsin, M-opsin, and S-opsin were measured (B-D). The number of marker-positive cells was counted (E-H). ns, not significant (Student’s *t*-test). n = 4 mice per group. ONL, outer nuclear layer; OPL, outer plexiform layer; INL, inner nuclear layer; GCL, ganglion cell layer.

**Figure S3. ERG analysis of *Rax* iCKO mice.**

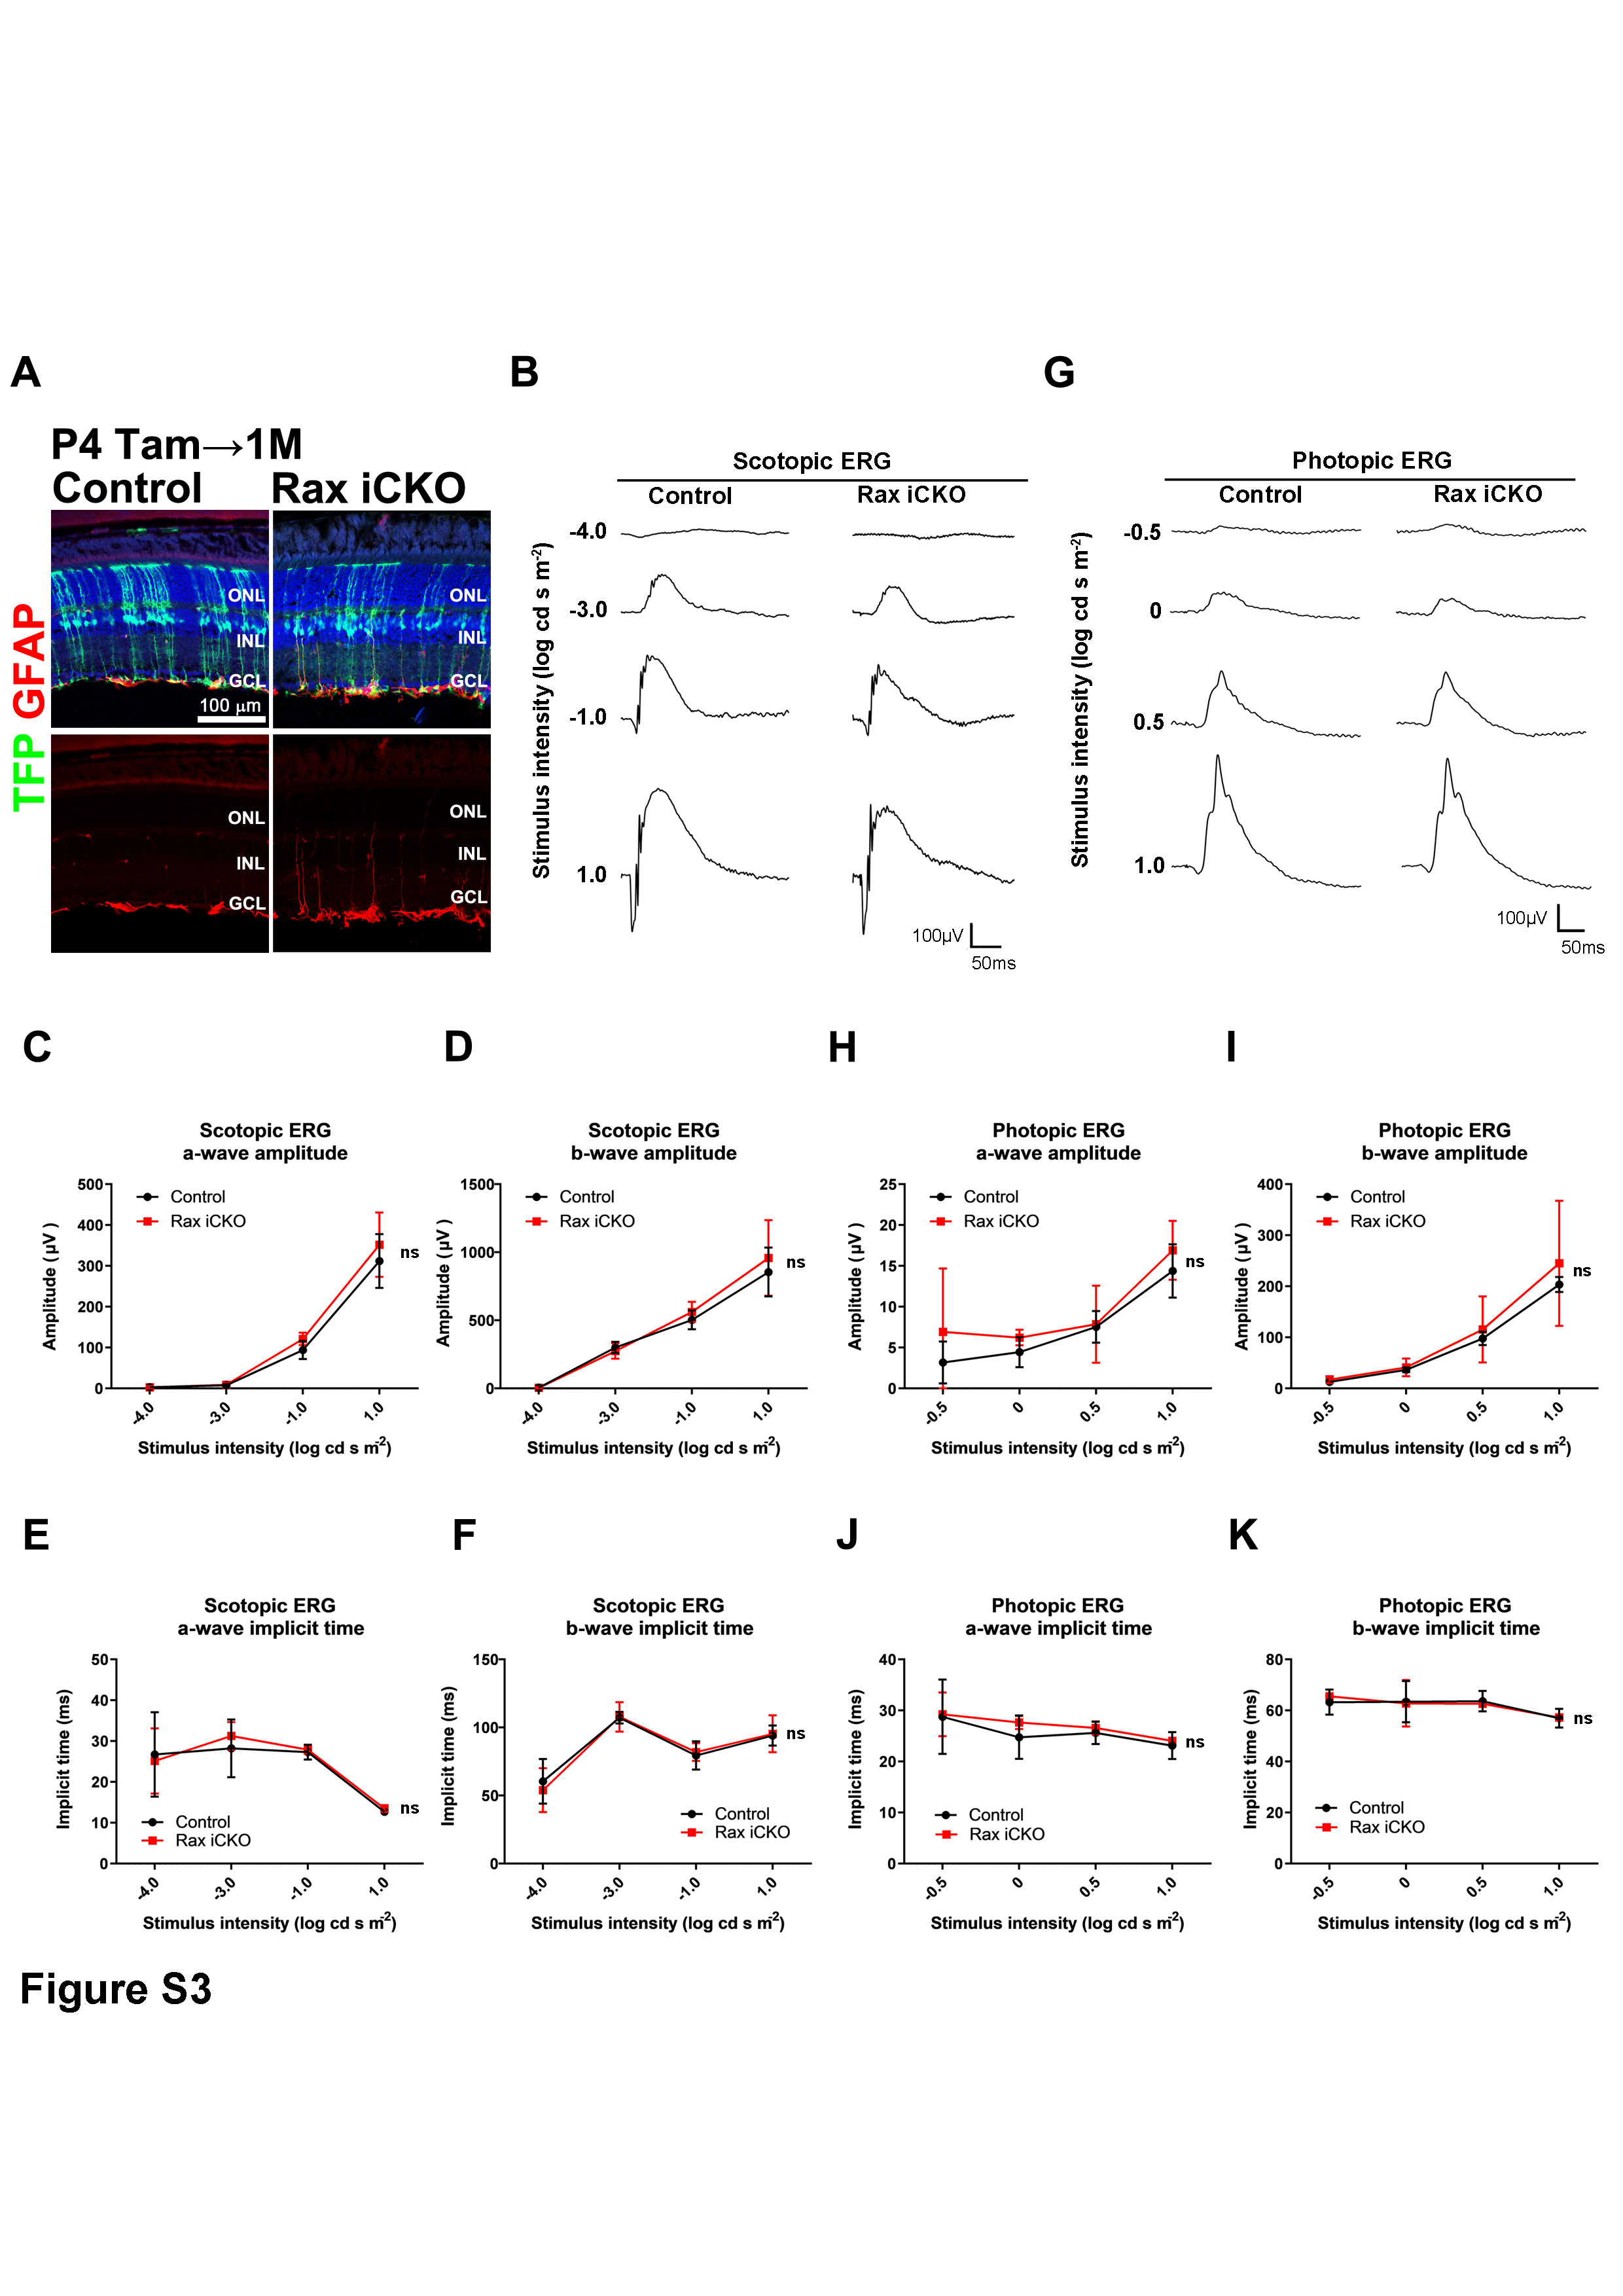

**(A)** Retinal sections from the control and *Rax* iCKO mice (P4→1M) used for ERG analysis were immunostained using an anti-GFAP antibody. Nuclei were stained with DAPI (blue). ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer.

**(B-F)** Scotopic ERGs were recorded from *Rax* iCKO and control mice (P4→1M) (n = 3 and 4 mice, control and *Rax* iCKO, respectively). (B) Representative scotopic ERGs elicited by four different stimulus intensities (-4.0 to 1.0 log cd s/m^2^) from *Rax* iCKO and control mice are presented. (C, D) The scotopic amplitudes of a- (C) and b-waves (D) are shown as a function of the stimulus intensity. (E, F) The scotopic implicit time of a- (E) and b-waves (F) are shown as a function of the stimulus intensity. Data are presented as mean ± SD. n = 3 and 4 mice, control and *Rax* iCKO, respectively. ns, not significant (two-way repeated-measures ANOVA).

**(G-K)** Photopic ERGs were recorded from *Rax* iCKO and control mice (P4→1M) (n = 3 and 4 mice, control and *Rax* iCKO, respectively). (G) Representative photopic ERGs elicited by four different stimulus intensities (-0.5 to 1.0 log cd s/m^2^) from *Rax* iCKO and control mice are presented. (H, I) The photopic amplitudes of a- (H) and b-waves (I) are shown as a function of the stimulus intensity. (J, K) The scotopic implicit time of a- (J) and b-waves (K) are shown as a function of the stimulus intensity. Data are presented as mean ± SD. n = 3 and 4 mice, control and *Rax* iCKO, respectively. ns, not significant (two-way repeated-measures ANOVA).

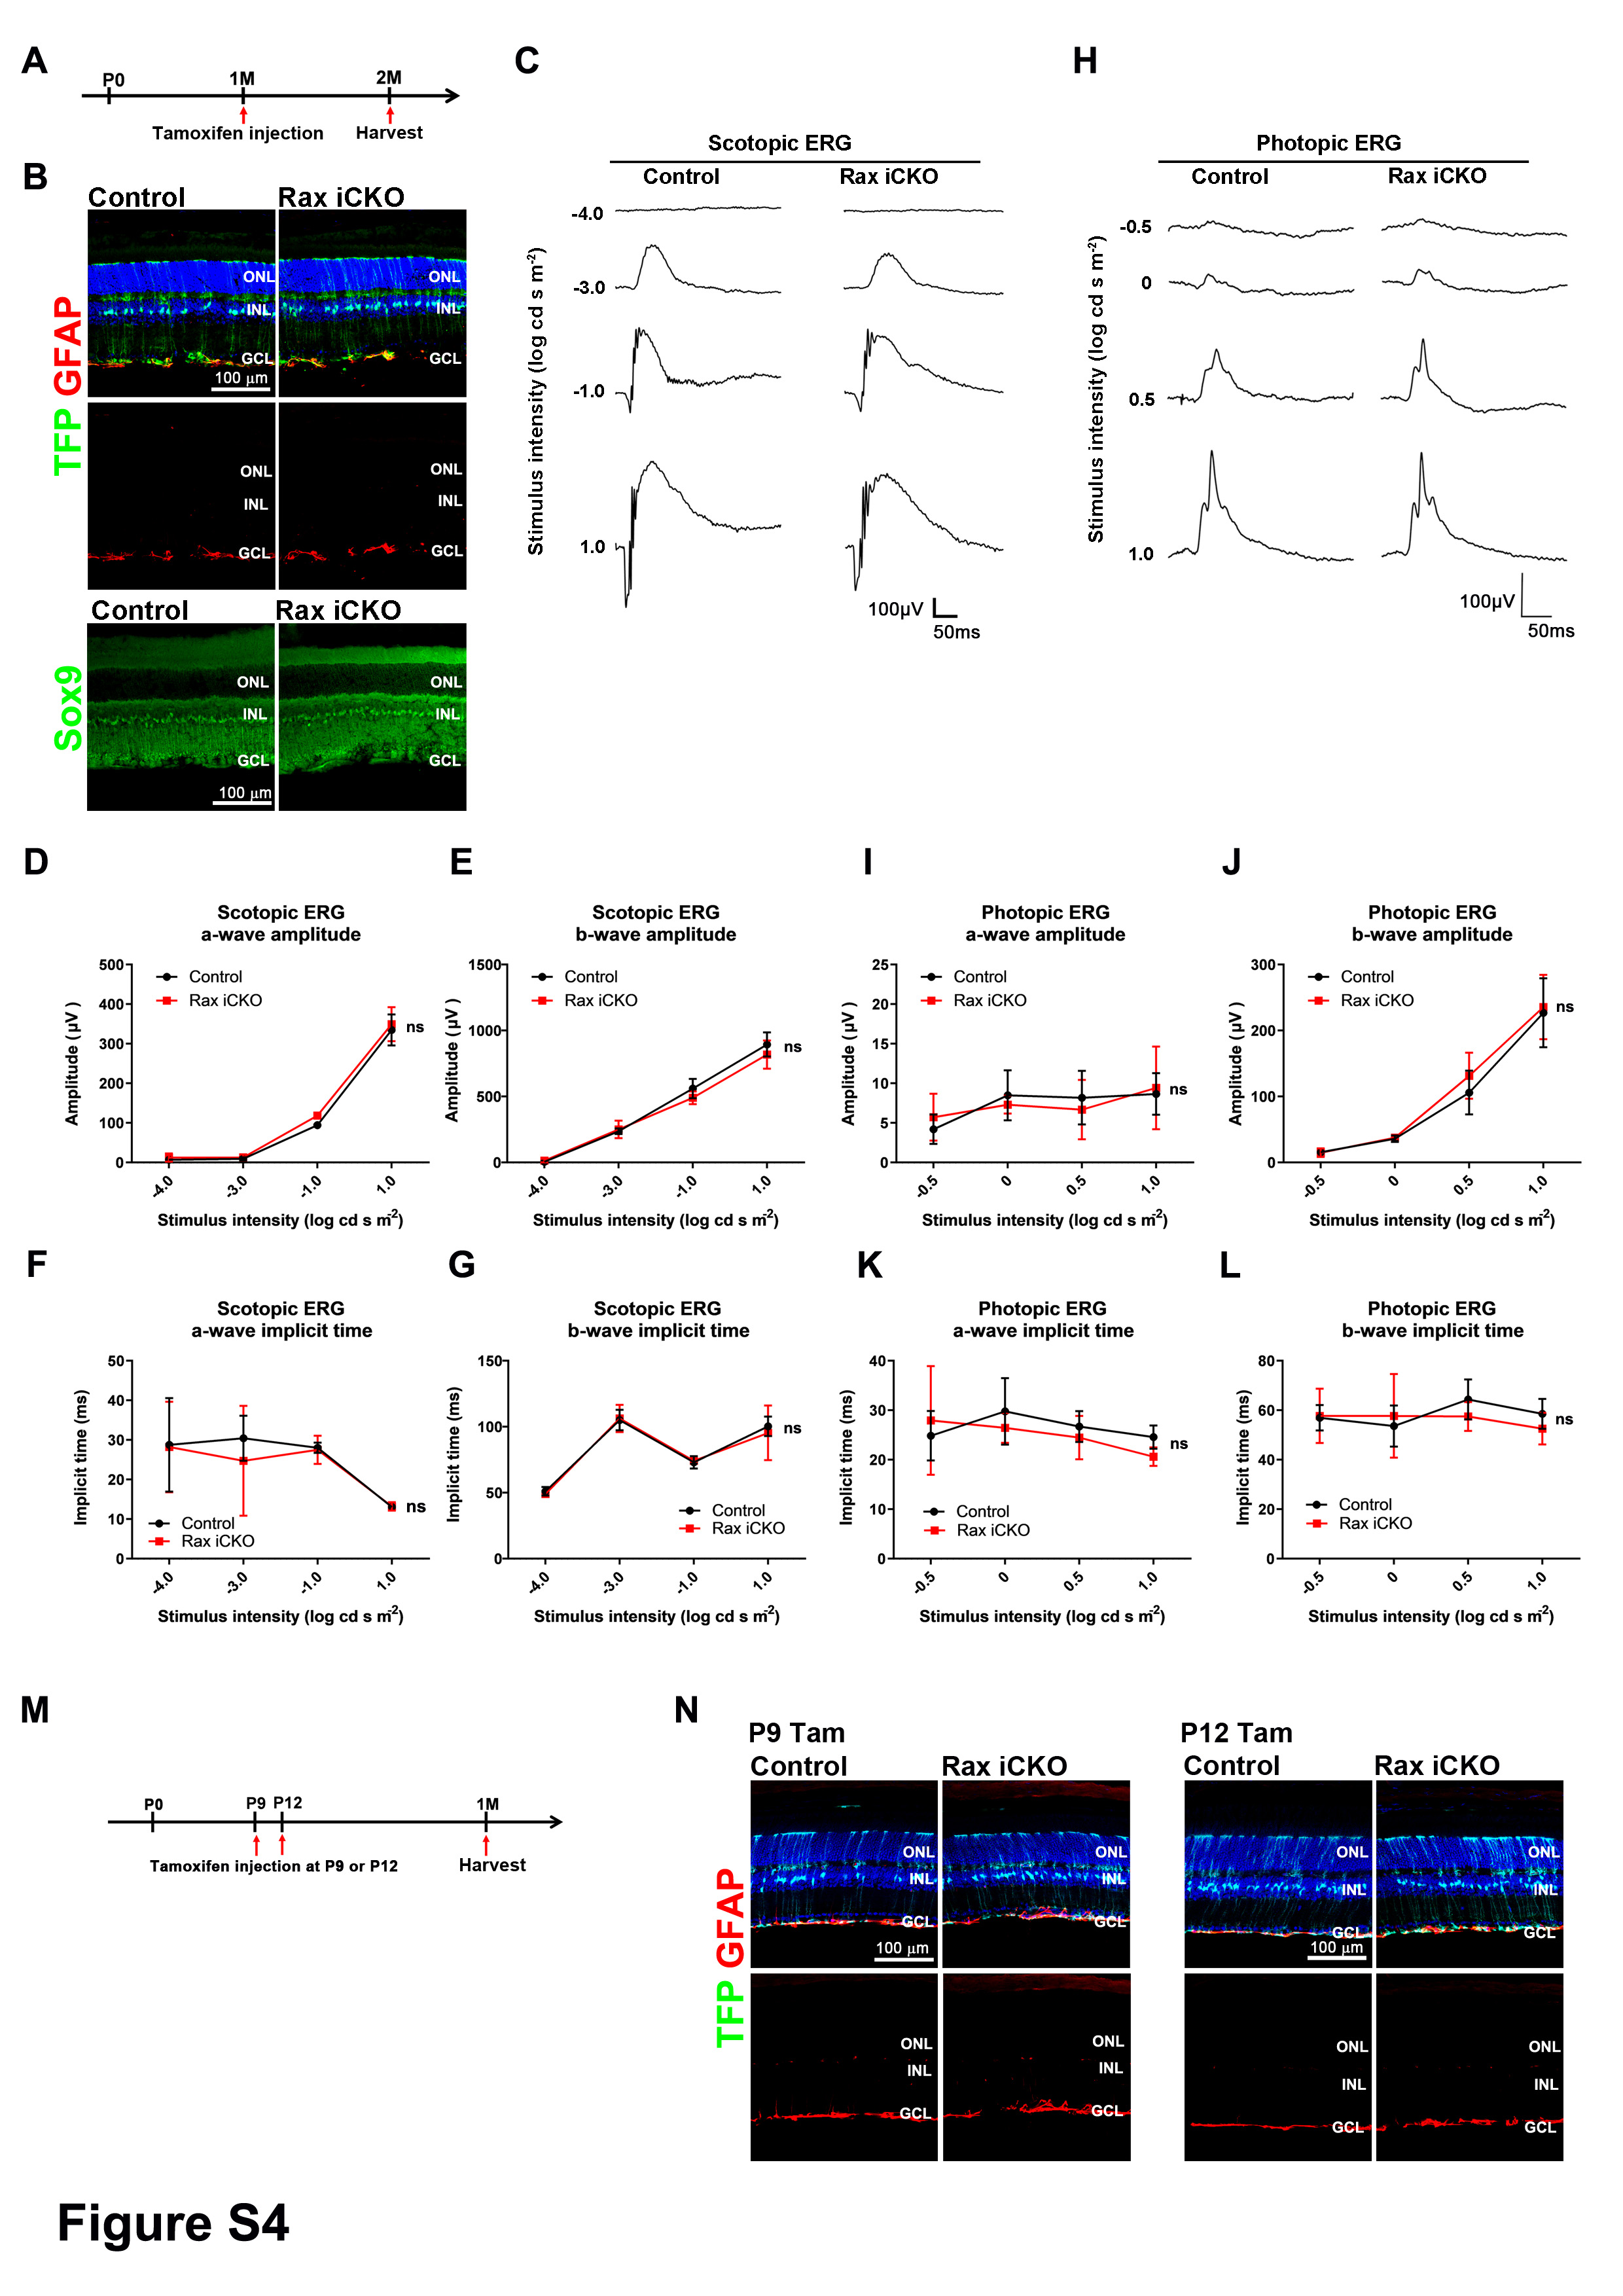

**Figure S4. Phenotypic analysis of *Rax* iCKO mice in which tamoxifen was injected later than P4.**

**(A)** Schedule for tamoxifen injection and harvest of mice. Mice were injected with tamoxifen at 1M and harvested at 2M (1M→2M).

**(B)** Immunohistochemical analysis of retinas from *Rax* iCKO and control mice (1M→2M) used for ERG analysis. Retinal sections were immunostained with anti-GFAP and anti-Sox9 antibodies. Nuclei were stained with DAPI (blue).

**(C-L)** ERGs were recorded from *Rax* iCKO and control mice (1M→2M) (n = 3 per each genotype). (C) Representative scotopic ERGs elicited by four different stimulus intensities (-4.0 to 1.0 log cd s/m^2^) from *Rax* iCKO and control mice are presented. (D, E) The scotopic amplitudes of a- (D) and b-waves (E) are shown as a function of the stimulus intensity. (F, G) The scotopic implicit time of a- (F) and b-waves (G) are shown as a function of the stimulus intensity. Data are presented as mean ± SD. n = 3 per each genotype. ns, not significant (two-way repeated-measures ANOVA). (H) Representative photopic ERGs elicited by four different stimulus intensities (-0.5 to 1.0 log cd s/m^2^) from *Rax* iCKO and control mice are presented. (I, J) The photopic amplitudes of a- (I) and b-waves (J) are shown as a function of the stimulus intensity. (K, L) The scotopic implicit time of a- (K) and b-waves (L) are shown as a function of the stimulus intensity. Data are presented as mean ± SD. n = 3 per each genotype. ns, not significant (two-way repeated-measures ANOVA).

**(M)** Schedule for tamoxifen injection and harvest of mice. Mice were injected with tamoxifen at P9 or P12 and harvested at 1M (P9→1M or P12→1M).

**(N)** Immunohistochemical analysis of retinas from *Rax* iCKO and control mice (P9→1M or P12→1M). Sections were immunostained using the anti-GFAP antibody. Nuclei were stained with DAPI (blue).

ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer.

How the deposited data were processed for this re-analysis (not part of the article)

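The data are the RNA-seq libraries of mTFP-positive cells sorted by FACS from 4 mice given tamoxifen at P4 and harvested at P14, 2 control mice (numbers 7984 and 3911) and 2 *Rax* iCKO mice (numbers 7983 and 3914). Genotypes were taken from the sample labels and the genotypes of the paper. The paper's methods name TRIzol LS for the RNA, whereas the labels name a spin-column kit and a library kit with full-length amplification of cDNA, so the RNA isolation is not settled here.

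The authors mapped single-end reads to mm10 with TopHat, Bowtie2 and SAMtools, and deposited 1 FPKM value per gene and library, calculated with Cufflinks. FPKM as deposited were used without further scaling. FPKM set each library to its own mapped reads, so a change in a few abundant genes shifts the others, and the division by length makes the values of very short genes large. The 10 most abundant genes held between 5.19% and 6.51% of the FPKM of a library, and the FPKM summed to between 492728 and 616277. Whether the authors' counting used the strand is not named in the paper's text, so overlapping genes on opposite strands, such as *Xist* and *Tsix*, share an uncertain split of reads, as do close paralogs.

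The depth was worked out from the low values. The commonest ratio between 2 libraries' values, over genes under 1 FPKM in both, was taken as that of 1 read to 1 read. Among 2310 genes under 0.5 FPKM with at least 2 libraries above 0, 89.9% had values that were whole multiples of 1 read with at most 20 reads, against 18.9% after random noise was multiplied in. The mapped reads followed from 377 genes with 1 annotated transcript of at least 600 bases in GENCODE and at most 12 reads, with 200 bases taken off the transcript length. The quartiles over these genes were 8700000 and 9440000 reads for mouse 7983. Relative to it, the depth was 1.349 for mouse 7984, 0.983 for mouse 3911 and 0.987 for mouse 3914. Genes far under 1 FPKM therefore rest on a few reads. These read numbers are estimates, and no count test was run on them.

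Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1), over the 12363 genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment. Gene lists were tested with camera (correlation between genes 0.01) and with fry, both in limma, adjusted over 16 lists. The lists cover inflammatory genes, reactive gliosis, STAT3 targets, immediate early genes, sex-linked genes, strain-variable genes and markers of Müller glia, rods, cones, bipolar cells, amacrine cells, ganglion cells, microglia, endothelium, astrocytes and pigment epithelium, and they were written by hand before the data were examined. The rule of the Fig. 5B legend was applied to FPKM as deposited. Overlap with the inflammatory list and with 3 Reactome sets, taken from the fgsea 1.28.0 package, was tested with Fisher's exact test. Single values were compared with exact permutation tests in scipy 1.17.1. Names in Fig. 5B were read from the picture, and 1 of 69 could be read in more than 1 way. It was left out after the values of both readings had been seen.

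The tests and the alternatives were set before the data were examined, except where the closing section says otherwise. The alternatives were pseudocount 0.1, no filter, a mean FPKM of at least 5, quantile normalization, equal medians, no variance trend, a block by the run of mouse numbers, and leaving out each mouse. For the rule of the Fig. 5B legend and the 2-fold counts they were the test on log2(FPKM + 1), a mean FPKM of at least 1, a paired test, quantile normalization, 1 added to each mean FPKM, and both *Rax* iCKO libraries beyond both controls. The genes named are those the paper names, those in Fig. 5B, the 5 largest rises and the 5 largest falls among genes with a mean FPKM of at least 1 whose *Rax* iCKO libraries both lay beyond both controls, and members of the lists. The mTFP1 and Cre entries were chosen after their values were seen. By that rule the largest rises were *Mir568*, *Npvf*, *Mir8097*, *Gm5643* and *Snora81*, and the largest falls were *Mir703*, *Mir6538*, *Xist*, *Snora78* and *Gm7334*.

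The steps were tested on simulated data with each gene's mean and its limma variance, and with 200 genes changed by a log2 fold change of 2, drawn from the genes with a mean log2(FPKM + 1) over 3. Over 12363 simulated genes limma called 197 of the 200, with 21 unchanged genes also called. The rule of the Fig. 5B legend picked 158 of the 200 and 63 unchanged genes. The simulated noise was independent between libraries and genes and held no shared effect of the runs of mouse numbers, so it is simpler than the real data. The *Socs3* promoter, the immunostaining and the reporter assays were not analysed here.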

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

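The test of X-linked genes below was chosen after the values were seen, and the test of the sex of the mice was set before.

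RNA of the Y-linked genes *Eif2s3y*, *Ddx3y* and *Uty*, which the paper does not discuss, was present in *Rax* iCKO mouse 7983 at 43.7, 12.4 and 5.92 FPKM and was listed at 0 in both controls and in *Rax* iCKO mouse 3914. These 3 genes stood out because they were listed at 0 in both controls. *Xist*, which is transcribed from the inactive X chromosome, was at 24.5 and 21.2 FPKM in control mice 7984 and 3911 and at 0.0120 and 0.00605 in *Rax* iCKO mice 7983 and 3914. A difference in the sex of the mice between the groups would put the 4 Y-linked genes of the list, *Kdm5d* included, above 0 in both *Rax* iCKO mice, and the number of *Rax* iCKO libraries with the 4 Y-linked genes above 0 was 1. It may account for *Tsix*, which lies on the strand opposite to *Xist* and is shown lower in Fig. 5B, as well as for *Xist*, one of the 3 genes that limma called. The low *Xist* follows the genotype in all 4 libraries, so changes that go with low *Xist* cannot be told apart from changes with genotype. The Y-linked RNA does not follow the genotype, so a difference in sex is not shown for mouse 3914. With 2 mice per group the part of sex in the lower *Tsix* stays open. A few reads of *Xist* counted on *Tsix* stay open too, since *Tsix* was above 0 in the 2 controls, where *Xist* was high, and listed at 0 in both *Rax* iCKO mice.

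*Rax* iCKO mouse 3914 held neither *Xist* nor Y-linked RNA. A candidate explanation is a single X chromosome and no Y chromosome in that mouse, and then genes that escape X inactivation would be low. Of *Kdm6a*, *Eif2s3x* and *Kdm5c*, 3 were lower in mouse 3914 than in both controls. *Eif2s3x* was at 28.8 FPKM in mouse 3914 and 25.4 in mouse 7983, against 46.4 and 46.6 in control. *Kdm6a* was at 6.50 in mouse 3914 and 6.21 in mouse 7983, against 7.83 and 9.33. *Kdm5c* was at 5.34 in mouse 3914 against 9.93 and 5.69, but at 7.00 in mouse 7983, which held Y-linked RNA, so *Kdm5c* does not follow the number of X chromosomes here and the hypothesis rests on *Eif2s3x* and *Kdm6a*. This rests on 1 library, and a mistaken sample label is not excluded by it, although *Rax* was low in that library as its label says. No DNA was analysed here, so the hypothesis was tested only on RNA.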

How the results depend on the processing

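The direction of *Rax*, *Socs3*, *Cebpd* and *Gfap* held under each alternative that kept all 4 libraries. Their log2 fold changes ran from -0.84 to -0.71 for *Rax*, from -1.85 to -1.74 for *Socs3*, from -1.36 to -1.28 for *Cebpd* and from -0.24 to -0.20 for *Gfap*. None of the 4 had an adjusted p under 0.05, except under the block described next, and the adjusted p of *Socs3* ran from 4.09e-04 to 0.966.

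The mouse numbers fall into 2 runs, each with 1 mouse of each genotype, and neither the paper nor the labels say what a run stands for. Mice of one run deviated together from their group means (correlation 0.503 across 12363 genes, which are not independent replicates), but 2 pairs are too few to settle a pairing. With the run as a block in limma, 47 genes were lower and 24 higher. The log2 fold changes of *Rax* (-0.82), *Socs3* (-1.74) and *Cebpd* (-1.28) were the same and their adjusted p were 0.0223, 4.09e-04 and 0.00844. Besides *Socs3* and *Cebpd*, the genes read from Fig. 5B with an adjusted p under 0.05 were *Npvf*, *Ctsh*, *Rpl26*, *Ifitm2*, *Fgfr3*, *BC030499*, *Ppap2c*, *H2-Ab1* and *Optc*. The remaining tested genes of that figure did not pass. The paired form of the Fig. 5B rule gave 72 lower and 75 higher genes, 147 in all. The 3 splits of the 4 libraries into 2 and 2 cannot give a share under 0.05. By the Fig. 5B rule the real split gave 278 genes and the split by run gave 682, so 2 of the 3 splits gave as many, and the remaining split gave 229. In limma the real split called 3 genes, the split by run 346 and the remaining split 5.

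The limma counts of 2 lower and 1 higher were 0 and 0 without a filter, where 370 lower and 254 higher genes had an unadjusted p under 0.05. They were 0 and 0 at a mean FPKM of at least 5, where 162 lower and 117 higher genes had an unadjusted p under 0.05. For the lost calls the cause was not tested. Quantile normalization gave 2 lower and 2 higher genes, and equal medians gave 3 and 3. The 3 genes *Xist*, *Mir6538* and *Mir568* were among those called under pseudocount 0.1, quantile normalization, equal medians, the block and no variance trend.

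By the Fig. 5B rule 182 genes were lower and 96 higher. A mean FPKM of at least 1 gave 22 and 19 (41 in all), and adding 1 to each mean gave 12 and 5 (17 in all). A filter of at least 1 FPKM in at least 1 library, chosen after seeing the data, gave 31 and 26 (57 in all). The filters remove genes with few reads by construction. Counts of genes more than 2-fold higher and lower (1362 and 1938) became 104 and 126 at a mean FPKM of at least 1, 41 and 65 with 1 added, and 479 and 727 with both *Rax* iCKO libraries beyond both controls. Across the 4 fits that each left out 1 mouse, they ran from 1149 to 2221 higher and from 1447 to 3135 lower, with 2221 without control mouse 7984 and 3135 without *Rax* iCKO mouse 7983.

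The medians of the reactive gliosis, immediate early gene, Müller glia and rod lists stayed below 0 with a camera adjusted p under 0.05 under each alternative with 4 libraries. In fry the reactive gliosis list had an adjusted p between 0.0161 and 0.203, under 0.05 with equal medians and at a mean FPKM of at least 5. The sex-linked list had 0.0471 at a mean FPKM of at least 5, and for both lists the cause was not tested. The inflammatory list (-0.21) moved to -0.11 with an adjusted p of 0.0664 without a filter, and the cause was not tested. Without 1 mouse at a time the medians ran from -0.48 to -0.37 for reactive gliosis, from -0.43 to -0.00315 for STAT3 targets and from -0.61 to -0.23 for Müller glia markers. The STAT3 median, -0.15 with 4 libraries, was -0.34 without *Rax* iCKO mouse 7983, -0.43 without control mouse 3911, -0.00335 without control mouse 7984 and -0.00315 without *Rax* iCKO mouse 3914. Without control mouse 7984 the Müller glia median was -0.23, the immediate early gene median -0.14 and the inflammatory median -0.07. Leaving out 1 mouse also makes the groups unequal in the runs of mouse numbers.

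The odds ratio of the inflammatory list among upregulated genes was 1.23. It was 0 at a mean FPKM of at least 1, 0 with 1 added and 0.483 with both libraries beyond both controls, and it ran from 1.28 to 1.90 without 1 mouse. The Cytokine Signaling set went from 0.743 to 1.47 with both libraries beyond both controls (adjusted p = 0.773), and it ran from 0.659 to 1.21 without 1 mouse. The mTFP1 entry went from a log2 fold change of -0.00937 to 0.29 under quantile normalization. For these reversals the cause was not tested. Among the other named genes and counts, 6 values became weaker, 9 stronger and 4 moved under alternatives with 4 libraries, and 4 moved without 1 mouse.

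At the estimated depth of 9270000 to 12710000 reads, changes of genes under 1 FPKM rest on few reads. In the simulated data limma called 197 of 200 abundant genes changed by a log2 fold change of 2 with 2 mice per group, and 21 unchanged genes. The simulated noise was independent between libraries and genes, so these counts do not give the power in the real libraries. There *Socs3*, with a log2 fold change of -1.74, had an adjusted p of 0.484 from limma.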

Differences from the paper's values

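The paper reports 41 downregulated and 28 upregulated genes by its cut-off, 69 in all. The same rule on FPKM as deposited gave 182 lower and 96 higher, 278 in all. Of the alternatives set before the data were examined, a mean FPKM of at least 1 gave 19 higher genes, within 1.5 times the paper's 28, but 22 lower genes and 41 in all, which were not within 1.5 times the paper's 41 and 69. The test on log2(FPKM + 1) (187 lower, 103 higher, 290 in all), the paired test (72, 75 and 147), quantile normalization (146, 113 and 259) and 1 added to each mean (12, 5 and 17) did not reach the paper's counts. A filter of at least 1 FPKM in at least 1 library, chosen after seeing the values, gave 31 lower, 26 higher and 57 in all, within 1.5 times of the paper's 3 counts, but 27 of the 68 gene names read from Fig. 5B met the rule with this filter, fewer than the 48 without it.

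Of the 68 gene names read from Fig. 5B, 48 met the rule on FPKM as deposited, *H2-T9* among them in the opposite direction. The number was 54 with the test on log2(FPKM + 1), 46 after quantile normalization, 24 with the paired test, 20 at a mean FPKM of at least 1 and 12 with 1 added to each mean. The test on log2(FPKM + 1) added *Adgrg1*, *Fgf15*, *Gria3*, *Npvf*, *Pde7b* and *Sdcbp2*, quantile normalization *Adgrg1*, *Col7a1*, *Rnf17* and *Trank1*, and the paired test *Glis3* and *Rnf43*. *Npvf* also had a limma adjusted p under 0.05 after quantile normalization, with equal medians and with the run of mouse numbers as a block. Fig. 5B shows *H2-T9* higher in *Rax* iCKO, and in the files its ratio of mean FPKM was 0.0772.

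The paper states that the upregulated genes were associated with inflammation in its Gene Ontology analysis. In the files, the odds ratios of the inflammatory list and the 3 Reactome immune sets among genes more than 2-fold higher were between 0.743 and 1.23, with an adjusted p of 0.962 for each. The gene sets are not those of the Gene Ontology terms in Fig. 5A. The inflammatory list was lower, with a median log2 fold change of -0.21. The paper describes increased GFAP signals in these cells by immunostaining, and *Gfap* RNA had a log2 fold change of -0.20 with overlapping groups.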

Other observations

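The tests of Müller glia RNA, bipolar cell RNA and short genes were chosen after the values were seen, and those of the immediate early genes and the rod markers were set before.

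Müller glia markers were lower in *Rax* iCKO, with a median log2 fold change of -0.43 over 40 genes, 36 of them lower. The camera adjusted p was 1.64e-08 and the fry adjusted p was 0.438. After quantile normalization the median was -0.24 (camera adjusted p = 3.84e-04, fry adjusted p = 0.859), and the log2 fold change of *Glul* was -0.05. *Rlbp1* was at 2616 and 2159 FPKM in control and at 1292 and 1560 in *Rax* iCKO, and *Vim* at 273 and 232 against 197 and 159. The FPKM of *Glul*, *Sox9* and *Lhx2* overlapped between the groups (log2 fold changes -0.33, -0.32 and -0.22). A smaller share of Müller glia RNA in the *Rax* iCKO libraries might lower *Socs3* and *Cebpd* along with the markers. Of the 40 markers, 0 fell as far as *Socs3* and 0 as far as *Cebpd*, and the lowest had a log2 fold change of -0.84. This argues against a smaller share as the whole cause of the lower *Socs3* and *Cebpd*, since a smaller share lowers the transcripts of a cell type alike, and a contribution to part of the fall stays open. *Rax*, with a log2 fold change of -0.82, did not fall beyond the lowest marker, so for *Rax* a smaller share stays open. It was not tested whether *Rax* acts on the markers themselves.

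Dissociation and sorting induce immediate early genes, and *Fos* was between 874 and 1269 FPKM in the 4 libraries. The immediate early gene list, without *Egr2*, *Socs3* and *Cebpd*, had a median log2 fold change of -0.35, with 27 of 30 genes lower in *Rax* iCKO. The median deviation was -0.12 and -0.35 in *Rax* iCKO mice 7983 and 3914 and 0.41 and -0.03 in control mice 7984 and 3911. The camera adjusted p was 3.74e-07 and the fry adjusted p was 0.479. A weaker response to dissociation and sorting in the *Rax* iCKO libraries may therefore contribute to the lower *Socs3* and *Cebpd*. Of the 30 genes, 0 fell as far as either on the log2(FPKM + 1) scale, but responding genes need not fall alike, so this does not exclude such a response. The immediate early gene *Egr2*, left out of the list, had a ratio of mean FPKM of 0.374. That is lower than the 0.386 of *Cebpd*, though not than the 0.279 of *Socs3*. Without control mouse 7984 the median was -0.14. A biological effect of *Rax* on these genes stays open as untested.

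Rod markers were lower in *Rax* iCKO, with a median log2 fold change of -0.37 and 25 of 30 lower (camera adjusted p = 1.64e-08, fry adjusted p = 0.438). *Sag* was at 548 and 737 FPKM in control and at 403 and 453 in *Rax* iCKO. *Unc119*, the most abundant of the list, did not fall (log2 fold change 0.06). A difference in carried-over rod RNA between the groups is consistent with this and may add to the list of changed genes. A loss of rod transcripts within the sorted cells was not tested.

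Bipolar cell markers went the other way, with a median log2 fold change of 0.34 and 17 of 18 higher in *Rax* iCKO (camera adjusted p = 4.11e-05, fry adjusted p = 0.510). The median was 0.19 without control mouse 7984, 0.20 without *Rax* iCKO mouse 3914 and 0.61 without control mouse 3911. A larger share of bipolar cell RNA in the *Rax* iCKO libraries could lower the Müller glia and rod markers. The values are consistent with such a share, but *Pcp2*, the most abundant marker, did not rise, at 2727 and 4846 FPKM in *Rax* iCKO and 2071 and 6515 in control. *Pcp2* and *Gng13* followed the runs of mouse numbers, with *Gng13* at 1836 and 1337 FPKM in mice 7983 and 7984 and at 2742 and 2278 in mice 3911 and 3914. Both were abundant in each library, and *Pcp2* lay above the Müller glia marker *Rlbp1* in each library except control mouse 7984. The libraries of both genotypes thus held much RNA of bipolar cell markers besides that of Müller glia. Whether it came from bipolar cells among the sorted cells or from carried-over RNA was not tested. A change of transcripts within bipolar cells or Müller glia stays open.

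Apart from the inflammatory and reactive gliosis lists, the other lists gave no camera adjusted p under 0.05. Their median log2 fold changes were -0.15 for STAT3 targets (fry adjusted p = 0.510), -0.07 for cones, -0.03 for amacrine cells, -0.33 for ganglion cells, -0.37 for microglia, -0.06 for endothelium, -0.20 for astrocytes, -0.00570 for pigment epithelium, 0.50 for sex-linked genes and -0.09 for strain-variable genes. The microglia median deviated by 0.65 in *Rax* iCKO mouse 7983 and by -1.10 in *Rax* iCKO mouse 3914, and by 0.12 and 0.23 in control mice 7984 and 3911. Of the tested genes of the inflammatory, reactive gliosis, STAT3, immediate early gene and Müller glia lists, 7, 6, 8, 2 and 1 are also in another list.

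Of the 10 genes with the largest changes, 6 were microRNA or snoRNA genes. Few reads on genes about as short as a read are a candidate explanation for the calls of *Mir6538* and *Mir568*. Of the 63 microRNA and snoRNA genes tested, 57 (90.5%) were listed at 0 in at least 1 library, against 31 of the other 12300 genes (0.252%). The explanation stays open, because few reads were not shown for these 2 genes. The smallest whole reads that fit *Mir568* were 41 and 14 in *Rax* iCKO mice 7983 and 3914, and no number up to 60 fit *Mir6538*, but it was not tested whether whole-read steps hold for genes this short. A biological change of these 2 genes stays open as untested.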
